# Histone deacetylase inhibition modulates histone acetylation at gene promoter regions and affects genome-wide gene transcription in *Schistosoma mansoni*

**DOI:** 10.1371/journal.pntd.0005539

**Published:** 2017-04-13

**Authors:** Letícia Anderson, Monete Rajão Gomes, Lucas Ferreira daSilva, Adriana da Silva Andrade Pereira, Marina M. Mourão, Christophe Romier, Raymond Pierce, Sergio Verjovski-Almeida

## Abstract

**Background:**

Schistosomiasis is a parasitic disease infecting hundreds of millions of people worldwide. Treatment depends on a single drug, praziquantel, which kills the *Schistosoma* spp. parasite only at the adult stage. HDAC inhibitors (HDACi) such as Trichostatin A (TSA) induce parasite mortality *in vitro* (schistosomula and adult worms), however the downstream effects of histone hyperacetylation on the parasite are not known.

**Methodology/Principal findings:**

TSA treatment of adult worms *in vitro* increased histone acetylation at H3K9ac and H3K14ac, which are transcription activation marks, not affecting the unrelated transcription repression mark H3K27me3. We investigated the effect of TSA HDACi on schistosomula gene expression at three different time points, finding a marked genome-wide change in the transcriptome profile. Gene transcription activity was correlated with changes on the chromatin acetylation mark at gene promoter regions. Moreover, combining expression data with ChIP-Seq public data for schistosomula, we found that differentially expressed genes having the H3K4me3 mark at their promoter region in general showed transcription activation upon HDACi treatment, compared with those without the mark, which showed transcription down-regulation. Affected genes are enriched for DNA replication processes, most of them being up-regulated. Twenty out of 22 genes encoding proteins involved in reducing reactive oxygen species accumulation were down-regulated. Dozens of genes encoding proteins with histone reader motifs were changed, including SmEED from the PRC2 complex. We targeted SmEZH2 methyltransferase PRC2 component with a new EZH2 inhibitor (GSK343) and showed a synergistic effect with TSA, significantly increasing schistosomula mortality.

**Conclusions/Significance:**

Genome-wide gene expression analyses have identified important pathways and cellular functions that were affected and may explain the schistosomicidal effect of TSA HDACi. The change in expression of dozens of histone reader genes involved in regulation of the epigenetic program in *S*. *mansoni* can be used as a starting point to look for possible novel schistosomicidal targets.

## Author summary

Human schistosomiasis is a disease caused by the parasite *Schistosoma* spp. that affects over 230 million people worldwide. Treatment depends on a single drug, praziquantel, and the search for new drugs calls for exploiting strategies that are successful for other pathologies such as cancer, including the test of inhibitors targeting chromatin enzymes responsible for modifying histone proteins associated with DNA. Histone modifications regulate cellular gene expression. Inhibitors targeting an important class of these histone-modifying enzymes, namely Histone Deacetylases (HDACs), are known to induce in vitro mortality of the parasite (at the schistosomula and adult worm stages), however the molecular changes caused in the parasite were not known. In this scenario, we studied the effect of the HDAC inhibitor Trichostatin A on the parasite genome-wide gene expression, on histone modifications at gene promoter regions and on the chromatin acetylation status, and found important affected gene pathways. In addition, this approach showed affected genes associated with other histone modifications, which led us to test and identify a synergistic schistosomicidal agent, GSK343, an EZH2 histone methyltransferase inhibitor. Our work points to the class of histone methyltransferase modifying enzyme as a novel drug target to be explored in the future for parasitosis treatment.

## Introduction

It has been widely recognized in recent years that epigenetic effectors of chromatin remodeling are promising targets for therapeutic intervention, because they play a key role in epigenetic regulation of gene expression in all eukaryotes [1,2]. For schistosomiasis, new therapeutic interventions are highly desirable [3] because it is a parasitic disease that affects over 250 million individuals worldwide [4,5], praziquantel is the only approved drug available for treatment [6] and resistant isolates of the *Schistosoma mansoni* parasite have been identified [7,8].

Chromatin is a complex structure of DNA packed into strings of nucleosomes, which are comprised of histone proteins that compact the eukaryotic genome and also regulate DNA accessibility to transcription, recombination, DNA repair and replication [9]. A range of modifications on the amino-terminal tail of histones, such as acetylation, methylation, ubiquitination, phosphorylation and sumoylation, are involved in chromatin remodeling and transcription regulation. These histone modifications are dynamically laid down and removed by histone modifying enzymes (HMEs) [10].

Two antagonistic enzyme families act to control the dynamics of histone acetylation, namely histone acetyltransferases (HATs) and histone deacetylases (HDACs) [11], thus regulating many cellular processes such as nucleosome assembly, folding of chromatin and gene transcription [12]. In the past decade, HDACs have emerged as promising targets for epigenetic-based therapies intended to reverse aberrant epigenetic states associated with cancer; similar to the large majority of anticancer drugs, HDAC inhibitors (HDACi) induce tumor cell death [13,14].

Schistosome HDACs were characterized and studied in recent years as potential new drug targets, with the strategy of testing known HDAC-inhibiting anti-cancer drugs to kill schistosomes [15–17]. The rationale of the approach is based on the fact that the parasite shares some of the characteristics of malignant cells, such as high levels of metabolic activity and of cell division, an effective host immune evasion, and an intense oxidative metabolism [18]. In fact, it is already known that all HDAC classes can be inhibited by Trichostatin A (TSA) in human cells [1], and that the parasite treatment with TSA leads to epigenetic changes in the chromatin and guides the parasite to apoptosis [15]. Also, *in vitro* assays have identified new compounds that inhibit *Sm*HDAC8 (class I) [17] and *Sm*Sirtuins (class III) [19] deacetylases. In addition, *in silico* analyses [20] have pointed to a large number of *S*. *mansoni* histone binding partners potentially involved in the regulation of gene expression, DNA replication, cell death, cellular growth and proliferation [20], thus suggesting that drug-induced histone modifications could affect these cellular processes in the parasite.

In the present study, we report the histone acetylation status and the large-scale gene expression transition promoted by TSA HDACi, and confirm the chromatin acetylation changes in some of the gene loci with altered levels of transcription. Further, our gene expression analyses have pointed to the Polycomb Repressive Complex 2 (PRC2) as being significantly affected by TSA, and this led us to test GSK343 [21], an inhibitor of EZH2, the histone methyltransferase component of PRC2, as a possible schistosomicidal compound. Indeed, we found that the GSK343 EZH2 inhibitor was active *in vitro* against *S*. *mansoni* and acted synergistically with TSA, significantly increasing parasite death.

## Methods

### Ethics statement

Animal experimentation was conducted in accordance with the Ethical Principles in Animal Research adopted by the Brazilian College of Animal Experimentation (COBEA), and the protocol/experiments have been approved by the Ethics Committee for Animal Experimentation of Instituto Butantan (CEUAIB n° 4704040515).

### Treatment of schistosomula and adult worms with HDACi

*S*. *mansoni* is maintained in the laboratory using the intermediate snail host *Biomphalaria glabrata* and as definitive host the golden hamster (*Mesocricetus auratus*). Cercariae were released from infected snails and mechanically transformed to obtain schistosomula *in vitro* [22]. Newly transformed schistosomula were maintained for 12 h in M169 (Vitrocell) medium supplemented with 2% fetal bovine serum (FBS) (Vitrocell), 1 μM serotonin, 0.5 μM hypoxanthine, 1 μM hydrocortisone, 0.2 μM triiodothyronine, penicillin/streptomycin, amphotericin, gentamicin (Vitrocell) at 37°C and 5% CO_2_ [23], after which time the drug treatment was initiated, as described below. Adult worms were obtained from 7-week infected hamsters by left ventricular perfusion, and release of worms from the hepatic portal vein. Paired worms were maintained in RPMI medium (Gibco) supplemented with 10% fetal bovine serum (FBS) (Vitrocell), penicillin/streptomycin, amphotericin (Vitrocell) at 37°C and 5% CO_2_.

The parasites were treated with 1 μM Trichostatin A (Cayman Chemical), a concentration that has been shown by Dubois et al. [15] to be sub-lethal, and the negative controls with an equivalent amount of ethanol (vehicle of TSA), for 12, 24 and 48 h for microarray experiments, and for 12 h for ChIP-qPCR and western-blotting experiments.

### Gene expression experiments

The microarray platform 4x180k was designed by our group and printed by Agilent, and it contains probes to the *S*. *mansoni* predicted genes ("Smp genes") that were annotated by the genome-sequencing project in the ASM23792v2 version of the genome [24]; the probes covered Smp genes as follows: 12 mitochondrial Smp genes, 9255 sense predicted Smp genes, in addition to probes to the opposite strand of 9079 out of the Smp 9255 predicted genes. A total of 1517 additional Smp genes predicted in the genome could not be represented by unique probes, given the recommended parameters for probe design of the Agilent microarray platform. Positive and negative control probes as well as probes for spike-in RNAs were included as recommended by the Agilent expression array design instructions (Agilent eArray). The microarray platform design along with gene annotation names was deposited at NCBI gene expression omnibus (GEO) under accession number GPL22001, and the dataset series under accession numbers GSE83208, GSE83209, GSE83210, GSE83211.

For each time point, total RNA from three biological replicates of schistosomula (treated or control) was extracted and purified using RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. 100 ng of each RNA sample were labeled with Cy3 or Cy5 using *Low Input Quick Amp Labeling Kit* (Agilent); the amplification method that is part of the protocol used to generate labeled cRNA is strand-specific and does preserve the strandedness of the labeled transcripts. Hybridizations were performed according to the Agilent protocols for two-color microarrays with dye-swap for technical replicates. After hybridizations and washings, microarrays were scanned with the SureScan Microarray Scanner (Agilent).

For quantitative RT-PCR, complementary DNAs were obtained by reverse transcription of 100 ng schistosomula total RNA using 6-mer random primers and SuperScriptIII Reverse Transcriptase (Invitrogen) and the qPCR amplification was done with SYBR Green Master Mix (Life Technologies) and specific primer pairs with the Applied 7500 PCR System (Applied Biosystems). Primer pairs were designed for specific *S*. *mansoni* genes by Primer3 online software (S1 Table). The results were analyzed by comparative Ct method and the statistical significance was calculated with the t-test. House-keeping gene PSMD Smp_000740 was chosen according to [25].

### Microarray data analysis

Feature Extraction Software (Agilent) was used to calculate the intensity of each spot from scanned microarray images. Raw intensity data was deposited at GEO under accession number GSE83211. The low intensity spots were filtered out from the data by applying the IsPosAndSignif flag from the Feature Extraction Software, a Boolean flag, established via a 2-sided t-test, indicating if the mean signal of a spot is greater than the corresponding background. Total intensity data were normalized by Trimmed Mean method (40%), excluding positive and negative external controls present in the platform. The log_2_ ratio between treated and control sample intensities was calculated for each spot in the array. For genes that were represented in the array by multiple probes mapping along the gene, the mean intensity signal was calculated. 

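For the 12 h time point, the Pearson correlation of the log2 ratios (TSA over vehicle) across the 7875 sense genes tested was 0.907 between replicates 1 and 2, 0.793 between replicates 1 and 3 and 0.892 between replicates 2 and 3. These are correlations across genes, which are not independent replicates. For antisense RNAs the same 3 correlations were 0.803, 0.353 and 0.596. Replicates 1 and 2 were hybridized on one slide and replicate 3 on another, so slide and replicate 3 cannot be told apart. With the probes along the unspliced gene added to each gene's mean, a choice made after seeing the data, the median of the 3 sense correlations moved from 0.892 to 0.801.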

Pearson correlation among biological replicates and time points were calculated revealing correlation coefficients in the range 0.75 to 0.88 (Fig A in S1 Text). Significance Analysis of Microarray (SAM) [26] was used as the statistical test, applied individually for each time point using one-class approach [26]. Genes were considered as differentially expressed with q-value ≤ 0.05. Gene Ontology terms for *S*. *mansoni* genes were downloaded from the Metazoa Mart database (http://metazoa.ensembl.org/biomart/martview/) with a total of 6165 genes, and GO enrichment was calculated using Ontologizer tool [27] applying Parent-Child test with the Benjamini-Hochberg correction method [28]. To identify enriched gene networks among differentially expressed genes, QIAGEN’s Ingenuity Pathway Analysis software (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity) was used, considering 4758 *S*. *mansoni* genes encoding putative homologs to human proteins, as determined with BLASTP [29] (coverage > 20% and amino acids similarity > 40%) (S2 Table).

### Association between gene expression fold-changes and the presence of H3K4me3 mark at the promoter of genes

We assessed the H3K4me3 ChIP-Seq data by Roquis et al. [30] that was generated from schistosomula obtained 21 h after transformation of cercariae; we downloaded their raw data SRX1113460, mapped them to the *S*. *mansoni* genome version ASM23792v2 using the HOMER pipeline [31], which employs Bowtie2 to perform reads mapping and calculates significantly enriched peaks by requiring that each significant peak read density should be at least 4-fold higher than the peaks density in the surrounding 10 kb region [31]. The genomic coordinates of significant H3K4me3 peaks were associated with the genomic coordinates of the transcription start site (TSS) for known Smp genes using BedTools [32] within a window of ± 500 bp, as we have previously described [33]; in this way we were able to associate the presence of significant H3K4me3 marks to 4525 Smp genes in their promoter regions (± 500 bp of Smp gene 5´-end) (S2 Table). We tested whether the genes showing differential expression in the presence of TSA and having the H3K4me3 transcription start site mark at their TSS region had a higher mean fold-change in expression compared with the genes without the presence of this mark. For this purpose, we compared the mean fold-change (treated/control) between the two groups, namely differentially expressed genes that had a significantly enriched H3K4me3 mark at their TSS and differentially expressed genes that had no H3K4me3 mark, and applied the statistical t-test (*p*-value < 0.05).

### Protein readers of histone post-translational modifications

We used reader histone motifs from the Conserved Domains Database (CDD) (https://www.ncbi.nlm.nih.gov/cdd) to identify all *S*. *mansoni* proteins that would be predicted to recognize lysine and arginine modified by methylation and acetylation, and serine modified by phosphorylation. For this approach, we used Blastp (https://www.ncbi.nlm.nih.gov/blast) with parasite proteins as query and CDD files as subject, applying a 1e-10 cutoff of significance of alignment. S2 Table exhibits Smps with histone reader motif found in this analysis.

### Western blotting

Adult worms (treated or control) were used to prepare histone acid extracts. 50 worm pairs were soft lysed with 500 μl lysis buffer (PBS containing 0.5% Triton X-10, 0.02% NaN_3_ and Mini Protease Inhibitor Cocktail—Complete from Roche) in a glass Potter homogenizer. The samples were centrifuged (10 min, 2000 g at 4°C) and pellets containing the nuclear material were washed once in 200 μl lysis buffer then centrifuged again [15]. Histones were extracted from the nuclear fraction by suspending the pellet in 400 μl 0.25 M HCl with protease inhibitor and the solution was incubated overnight at 4°C in order to precipitate acid proteins [34]. The samples were centrifuged (60 min, 16000 g at 4°C) and the supernatants (with histone proteins) were concentrated with trichloroacetic acid 33% [35]. The final pellet with histones was eluted in MilliQ water with protease inhibitors and protein concentration was determined with the Micro BCA Protein Assay kit (Pierce Biotechnology). Of each sample, 10 μg of histone enriched extract was loaded on 15% SDS-Polyacrylamide gels, and after protein separation, transferred to a nitrocellulose membrane (Amersham). Briefly, membranes were blocked with Tris-buffered saline (TBS) containing 0.1% Tween 20 and 5% skimmed milk (TBST/5% milk), and then probed overnight with primary antibodies in TBS/2% BSA. Membranes were washed with TBST and incubated for 1 h in TBST/5% milk with secondary antibody conjugated with IRDye (IRDye 800CW goat anti-rabbit and IRDye 700CW goat anti-mouse from Licor Biosciences). After washing the membranes in TBST, the bands were visualized and quantified with the Odyssey Infrared Imaging System (Licor Biosciences). Acetylation of histones was measured with specific monoclonal antibodies to the following lysine modifications: Histone H3 acetyl K9 C5B11 (Cell Signaling) (1:1000), Histone H3 acetyl K14 ab52946 (Abcam) (1:1000), Histone H3 tri methyl K27 ab6002 (Abcam) (1:1000) and to normalize the samples anti-Histone H3 ab24834 (Abcam) (1:1000) was used.

### Chromatin immunoprecipitation coupled to detection by qPCR

The ChIP protocol for crosslinking and sonication of schistosomula was based on a protocol described elsewhere [36]. The parasite suspension was sonicated using Epishear (Active Motif) with a 3 mm microprobe with 20% amplitude, 10 pulses of 30 s each, shearing the DNA into 100–1000 bp. The immunoprecipitation was performed with EZ-Magna ChIP Chromatin Immunoprecipitation kit (Millipore) with the following antibodies: Anti-Histone H3 (Abcam), Histone H3 acetyl K9 C5B11 (Cell Signaling), Histone H3 acetyl K14 ab52946 (Abcam), Histone H3 tri methyl K27 ab6002 (Abcam), Normal mouse IgG 12-371B (Millipore) and Normal Rabbit IgG PP64B (Millipore). The recovered DNA in the precipitates was detected by qPCR with SYBR Advantage qPCR Premix (Clontech) and primers designed to specific gene promoter regions of interest (S1 Table).

We targeted these primers to approximately 500 bp upstream of the coding sequence, based on the fact that the H3K4me3 ChIP-Seq data for schistosomula from Roquis et al. [30], when mapped to the *S*. *mansoni* genome as previously described [33], falls within 500 bp of the transcription start site (TSS) of transcripts detected by RNA-Seq [33].

Primers were designed to non-repetitive regions within the promoter region of the selected set of genes indicated in the figure, with only one exception, Smp_174840 (*Sm*CBX5), a gene for which the genomic upstream TSS region is highly repetitive; in this case, we designed primers at the first exon of the *Sm*CBX5 gene. 

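On the 12 h arrays, 2 probes carried the name of SmVal19 (Smp_123090), and their names do not state a strand in the way the sense and antisense probes do. One of them passed the flag for a positive and significant signal in the vehicle channel on 0 of 6 arrays and in the TSA channel on 0 of 6. The other passed it in the vehicle channel on 0 of 6 arrays and in the TSA channel on 2 of 6. Neither probe was well above background in either channel on any of the 6 arrays, so no log2 ratio is given for this gene.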

As a qPCR normalizer control we used the gene promoter region for the *Sm*Val19 gene (Smp_123090), which was not expressed either in the HDACi- or the vehicle-treated schistosomula assays, and has no histone acetylation and methylation marks at its promoter region, as seen in the public ChIP-Seq datasets from [37] available at the *Schistosoma* genome browser (http://schistosoma.usp.br).

### Parasite viability

Schistosomula were equally distributed in 96-well microtiter plates (300 larvae per well), and the drugs (TSA, GSK343 or a combination of the two) or the corresponding vehicle (control) were added, as indicated in the legends to the figures. At each time point indicated in the figures, the parasites (from a given set of wells in the plate) were stained with 2 μg/mL propidium iodide (PI) and visualized at 10 x magnification using a Nikon Eclipse fluorescent inverted microscope. Dead parasites become stained with PI and were detected with a rhodamine filter (536 nm), and total parasites inside the well were counted using light optical microscopy [38]. For each time point a new set of wells was used, because the staining procedure was lethal to the parasites. The number of biological replicates that were assayed, as well as the number of parasites that were counted per replicate, is stated in the legends to the figures. For the LD50 assay, incubation with GSK343 was maintained for 96 h before counting. For the assay of synergy between TSA and GSK343, parasites viability was measured each day along 4 days. Data were analyzed with *Origin* software (OriginLab, Northampton, MA).

### Homology modeling of SmEZH2 and molecular docking of SAM cofactor and inhibitors

The amino acid sequence of SmEZH2 (Smp_078900) was used for the identification of template structures of SET domain using Blast algorithm at RCSB Protein Data Bank (PDB) [39]. Two PDB structures of human EZH2 SET domain, 4MI0 and 4MI5, showed 63.8% and 64.9% amino acid sequence identity and 90.9% and 91.8% coverage, respectively, when compared with SmEZH2 SET domain (from amino acids 746 to 978) using the EMBOSS Needle tool (http://www.ebi.ac.uk/Tools/psa/emboss_needle/). UCSF Chimera [40] was used to generate a superimposed model from the two PDB structures with the MatchMaker tool and Needleman-Wunsch algorithm. The sequence of SmEZH2 SET domain was aligned with the model using Clustal Omega. This sequence alignment was used to obtain twenty virtual structural models with Modeller 9v10 [41], from which we selected the one with the lowest normalized DOPE-score (zDOPE, Z-score of Discrete Optimized Protein Energy). The software SCWRL4.0 [42] was applied to the selected virtual model to improve protein side-chain conformations and KobaMIM [43] was used to refine the structure. Finally the virtual model of SmEZH2 SET domain was analyzed with Molprobity [44] and ERRAT [45]. To perform molecular docking we used the previous knowledge of amino acids of hEZH2 that interact with SAM cofactor [46] to set a grid box of 30x30x30 Å around this region, in the virtual model of SmEHZ2, using the AutoDock Vina software [47]. We used the 3D ligand structures of GSK343 (CID: 71268957), GSK926 (CID: 67466175) and SAM cofactor (CID: 34756) from PubChem (https://pubchem.ncbi.nlm.nih.gov) to simulate the protein-ligand complex and obtain binding energies. This process consisted of 10 docking simulations using the following parameters: number of binding modes equal to 20 (to maximize binding free energy calculations), search exhaustiveness of 50 and 3 kcal/mol of maximum energy difference, also receptors were considered as rigid and ligands as flexible. Binding energies are shown as mean ± S.D. calculated from the 10 docking simulations. Pymol (PyMOL Molecular Graphics System, Version 1.8 Schrödinger, LLC) was used for visualization of the three dimensional virtual model of SmEZH2 SET domain. Visualization of the two-dimensional diagram summarizing the molecular interactions between ligands and EZH2 was prepared using LigPlot program [48].

## Results

### Global histone acetylation increase induced by HDAC inhibitor in S. mansoni adult worms

The extent of histone acetylation in *S*. *mansoni* adult worms under the effect of the HDACi TSA was investigated after 24 h of parasite exposure to the drug. Histone marks H3K9ac and H3K14ac, associated with transcriptional activation, were studied by western blotting with monoclonal antibodies against the specific acetylated lysine 9 (K9) and lysine 14 (K14) residues of histone H3. Histone hyperacetylation was detected both at H3K9ac and H3K14ac (Fig 1A and 1B); three independent biological replicates showed a statistically significant (*p*-value ≤ 0.05) increase in acetylation. In parallel, the H3K27me3 histone mark, a non-related mark of transcription repression, was assayed as a control and found not to be affected by the TSA treatment (Fig 1C); this also suggests that no overall changes in histone modification had been triggered as a consequence of histone hyperacetylation.

**Fig 1:**
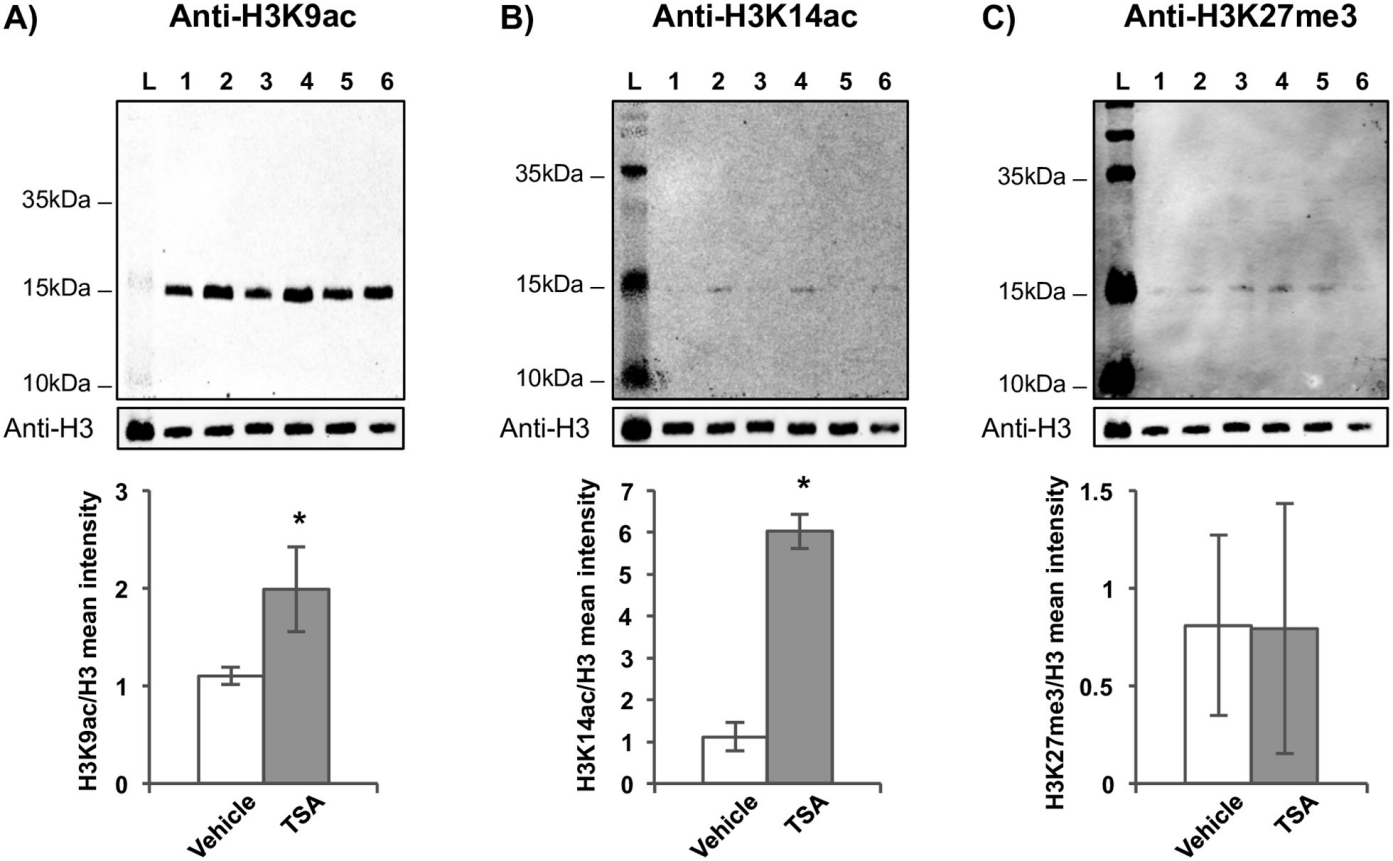
Histone H3 post-translational modifications profile in *S*. *mansoni* under HDAC inhibitor effect. Western blotting of the enriched histone protein fractions extracted from *S*. *mansoni* adult worms is shown for three biological replicates. Each biological replicate consisted of worms treated for 24 h with 1 μM TSA (lanes 2, 4 and 6) or with vehicle (lanes 1, 3 and 5). Blots were developed with (A) anti-H3K9ac, (B) anti-H3K14ac, and (C) anti-H3K27me3 antibodies. Additionally, antibody anti-H3 was used as a sample loading normalizer. Molecular weight marker ladder (L) is indicated. The graph at the lower part of each panel shows the mean intensity of the bands for the three biological replicates, obtained by extracting the intensity values of scanned images; for each sample, the intensity of the modified histone band was normalized by the intensity of histone H3. Mean ± SD is shown; t-test was applied and statistically significant *p*-values ≤ 0.05 are indicated with an asterisk.

### HDAC inhibition causes global gene expression changes in schistosomula

To explore the effect of HDACi on gene expression, three independent biological replicates of schistosomula were exposed *in vitro* to TSA or drug vehicle and large-scale gene expression changes were accessed by microarrays. 

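For the 12 h time point, the data comprise 6 two-colour arrays, on which RNA from schistosomula (the larval stage obtained by transforming cercariae) treated with 1 μM TSA, an inhibitor of histone deacetylases, was hybridized together with RNA from vehicle-treated schistosomula. There were 3 biological replicates, each with a dye swap, so that TSA-treated RNA was labeled with Cy3 on 3 arrays and with Cy5 on the other 3. The pair of arrays of a replicate was averaged, giving n = 3. The authors deposited the spot intensities as the Feature Extraction software gave them, without normalization between channels, together with a table of log2 ratios. Each array has 176026 spots that are not controls. Their median signal was between 55 and 153.5 in the TSA channel and between 70 and 123 in the vehicle channel, over a median local background of 29 to 40 and 30 to 40. Between 61.3% and 75.8% of these spots had a positive and significant signal in the TSA channel, and between 60.3% and 79.5% in the vehicle channel. Background was corrected with limma's normexp method (offset 50) on median spot signals, each channel was divided by its trimmed mean with 20% of spots cut at each end, and spots with an outlier flag on either array of a pair were left out. A spot was kept when it had a positive and significant signal in the TSA channel on all 6 arrays or in the vehicle channel on all 6. Spots of a probe and then probes of a gene were averaged on the log2 scale. The number of arrays limits the precision, and the offset draws the ratios of dim probes toward 0. Sense and antisense genes were tested together with limma's moderated test on the 3 replicate values, with Benjamini-Hochberg adjustment, and called at an adjusted p of 0.05 or less. The methods' SAM test was run as an alternative.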

Three different time points after drug exposure were analyzed (12, 24 and 48 h). 

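Among the probes whose names give an Smp gene, a strand and no mark of the unspliced gene, 19345 distinct probes covered 8344 genes on the sense strand and 8498 loci on the antisense strand. Of these 8344 sense genes, 6738 were matched by locus tag to the annotation of genome build ASM23792v2, which is used for the coordinates given here. The gene assignment was read from the probe names alone. Other classes of probes on the arrays, along unspliced genes, scaffolds and contigs, were kept apart from the gene values.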

Our custom designed strand-specific Agilent microarray platform has probes for 9255 *S*. *mansoni* protein-coding gene transcripts; in addition, probes for the opposite complementary strand are present on the microarray, to detect an eventual antisense transcription for 9079 out of the 9255 gene loci.

The number of genes affected by exposure to the HDACi, compared with vehicle at each time point, is shown in Table 1. 

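At 12 h, 7909 sense genes were expressed by the detection flag in control or treated schistosomula. Of the 7875 that could be tested in all 3 replicates, 3689 (46.8%) were called, 1648 up-regulated and 2041 down-regulated (limma, Benjamini-Hochberg adjusted p of 0.05 or less). The direction was the same on all 6 arrays for 3242 of the 3689 (87.9%). The median log2 ratio was 0.69 among the up-regulated genes and -0.70 among the down-regulated ones. The methods' SAM test called 1321 up-regulated and 1859 down-regulated. The alternative that moved these counts most was the fit without the pairing of TSA and vehicle RNA within replicates (no replicate block), which called 196 and 257. Without replicate 2, the counts were 724 and 883. With a limit of 1 on the absolute log2 ratio, 361 up-regulated and 477 down-regulated genes were called.

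Sense genes were selected for naming by fitted log2 ratio among calls with the same direction on all 6 arrays. The up-regulated ones included Smp_144500 (chromosome 1, 41610368 to 41610931), at 3.14 ± 0.66 (SD, n = 3; standard error 0.19, adjusted p = 4.4e-12 from limma with Benjamini-Hochberg adjustment), although its vehicle signal was well above background on only 4 of 6 arrays. The others were Smp_011030 at 2.71 ± 0.33, Smp_145360 at 2.70 ± 0.08, Smp_140650 with replicates at 2.11, 3.05 and 2.64 and Smp_169090 with replicates at 2.70, 2.99 and 2.10. The down-regulated ones were Smp_095520 (chromosome 1, 44164618 to 44165960), at -3.47 ± 0.63 (SD, n = 3; standard error 0.18, adjusted p = 9.3e-13 from the same limma test), Smp_174810 at -3.25 ± 0.98, Smp_042150 at -3.03 ± 0.66, Smp_101970 at -2.99 ± 0.57 and Smp_171770 at -2.94 ± 0.22. The vehicle signal of Smp_169090 was well above background on 5 of 6 arrays and the TSA signal of Smp_101970 on only 2. The order within each list is not determined. With the processed signal Smp_101970 was at -4.81 and Smp_174810 at -4.20, while Smp_095520 was at -3.84 or above under all alternatives. With the deposited log2 ratios Smp_169090 was at 3.97. The size of some changes is not determined either. Including probes along the unspliced gene, a choice made after seeing the data, put Smp_101970 at -0.66 and Smp_174810 at -1.81, both still called. From the counts at the 3 time points, the paper states that the share of affected genes grew with the time of exposure. Only the 12 h arrays are analysed here.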

Note that the fraction of affected genes increased along the time of drug exposure and reached 54% within 48 h of treatment (Fig 2A, Table 1). It is interesting to note that at 24 h there was a predominant up-regulation of 2719 genes in the presence of the drug compared to vehicle, and only 1129 genes were down-regulated (Table 1, Fig 2A), while at 48 h of treatment just one quarter of the affected genes were up-regulated, greatly increasing the fraction of down-regulated genes. Venn diagrams for the subsets of up-regulated and down-regulated genes (Fig B in S1 Text) show that a large set of genes are affected exclusively at just one of the three time points analyzed. It is noteworthy that 1781 genes were affected in common at the three time points analyzed (Fig 2B and Fig C in S1 Text). Overall, the data indicate a modification of the parasite’s gene transcription program along the time course of drug exposure.

**Table 1:** Large-scale gene expression changes at three different time points after exposure of *S*. *mansoni* schistosomula to the HDAC inhibitor TSA.

			Duration of treatment		
			12 h	24 h	48 h
Expressed Smp genes (in control or treated—or in both conditions)			8198	7916	8090
Differentially expressed Smp genes compared to untreated controls ^a^ (% of total expressed Smps)			3495 (43%)	3848 (49%)	4353 (54%)
	Up-regulated Smp genes		1695	2719	1108
	Down-regulated Smp genes		1800	1129	3245
		Up-regulated Smp genes with histone reader motif	36	77	20
		Down-regulated Smp genes with histone reader motif	37	12	65
Expressed antisense RNAs (asRNAs) (in control or treated—or in both conditions)			4516	3257	3490
Differentially expressed asRNAs compared to untreated controls ^a^ (% of total expressed asRNAs)			1506 (33%)	1376 (42%)	1559 (45%)
	Up-regulated asRNAs		1137	1193	963
	Down-regulated asRNAs		369	183	596

^a^Statistically significant differential expression (q-value ≤ 0.05)

**Fig 2:**
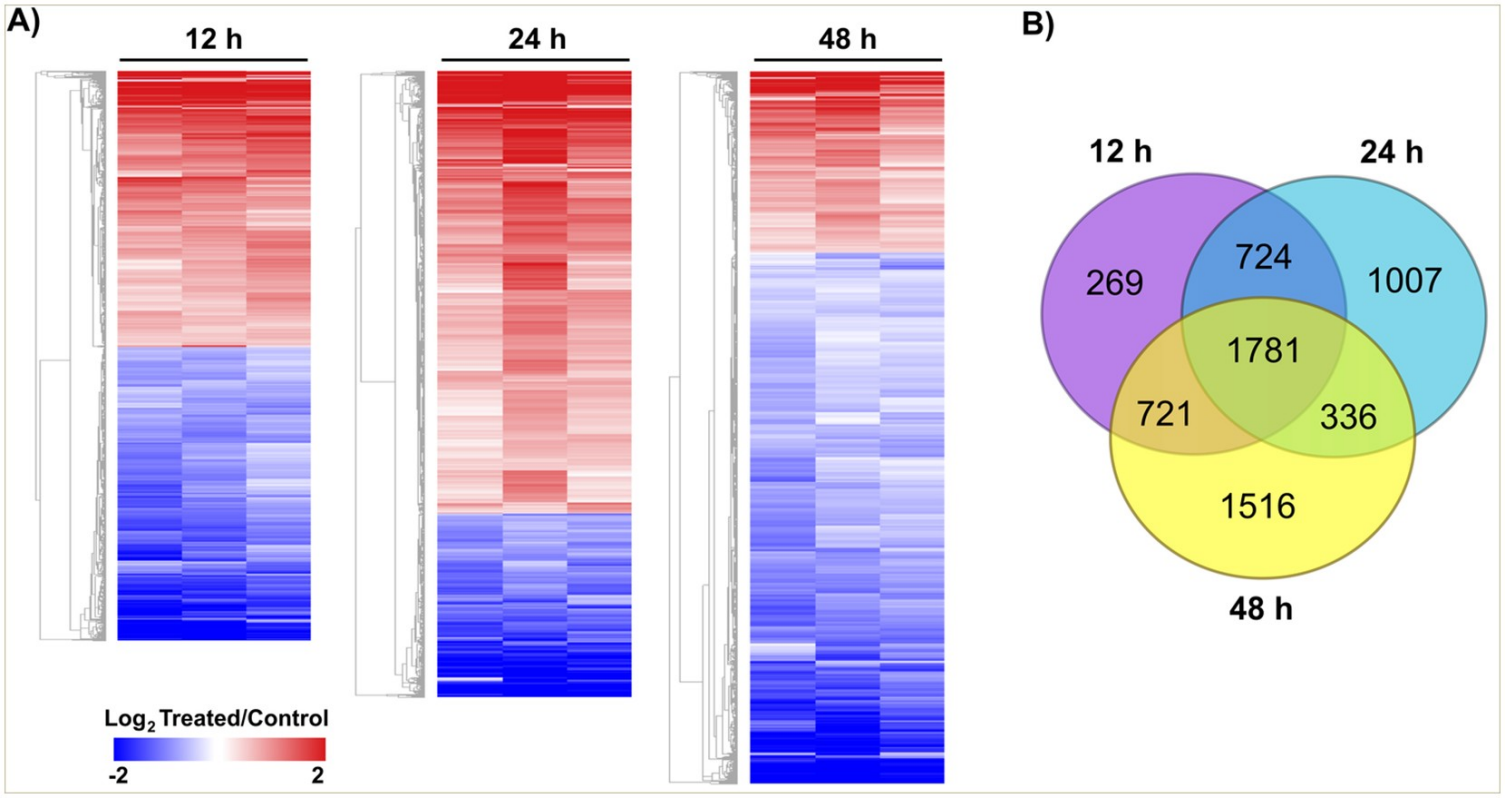
Profile of schistosomula gene expression changes at different times after exposure to HDACi. (A) Hierarchical clustering of differentially expressed genes (lines) for the three biological replicates (columns) at each of three different time points after exposure of schistosomula to the HDACi TSA (12, 24 and 48 h). The dimensions of the y-axis at each time point is proportional to the total number of differentially expressed genes at that time point. Gene expression levels are calculated as Log_2_ ratio (treated/control) and color-coded as indicated on the scale at the bottom left. (B) Venn diagram of the number of differentially expressed genes observed at each of the three time points; a total of 1781 genes were affected in common at the three time points.

The strand-specific cRNA labeling protocol that was used here allowed the detection of transcriptional activity antisense to protein-coding genes, and indeed we detected that TSA treatment did affect antisense RNA (asRNA) transcription. 

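In the 12 h arrays, 3107 antisense RNAs were expressed by the same detection flag. Of the 3104 tested, 411 (13.2%) were called (limma, Benjamini-Hochberg adjusted p of 0.05 or less). The adjustment ran over both strands together, so the limit of 0.05 holds for the joint set and not for the antisense calls alone. With the strands adjusted separately, 226 antisense RNAs were called, 125 up-regulated and 101 down-regulated. The direction was the same on all 6 arrays for 177 of the 411 (43.1%). The alternative that moved the number called most upward was the use of only the 3 arrays with TSA in Cy3, with 1099 calls, and the one that moved it most downward was the fit with no replicate block, with 6. By fitted log2 ratio, among calls with the same direction on all 6 arrays, the 3 up-regulated antisense RNAs selected for naming were those at Smp_059480 (Smp_059480_AS, 1.37 ± 0.32, SD, n = 3), Smp_144500 (Smp_144500_AS) and Smp_129730 (Smp_129730_AS, 1.20 ± 1.50, SD, n = 3). Vehicle signal of Smp_144500_AS was not well above background on any array, so its change is given as a bound, at least 1.94-fold higher with TSA, and its rank is not determined. Such bounds set the bright channel's mean, per channel after loess and Aquantile normalization, against the higher of the dim signal and the lowest signal that was well above background. Replicates of Smp_129730_AS were at 0.03, 0.69 and 2.89, and without replicate 3 its log2 ratio was 0.36 and it was no longer called. The 3 down-regulated ones selected in the same way were Smp_032970_AS at -1.87 ± 0.83, Smp_154000_AS at -1.79 ± 0.54 and Smp_055140_AS at -1.62 ± 0.75 (SD, n = 3). Including probes along the unspliced gene, a choice made after seeing the data, put Smp_154000_AS at -0.53, still called. Under all alternatives Smp_032970_AS was at -1.603 or below and Smp_055140_AS at -1.359 or below.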

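Of the 411 antisense RNAs called at 12 h, 232 (56.4%) were up-regulated and 179 down-regulated. This split depended on the scaling and on the dye. With 40% of spots cut at each end of the trimmed mean, 184 were up-regulated and 221 down-regulated (45.4% up), and with loess normalization 126 and 155 (44.8% up). On the 3 arrays with TSA in Cy3 alone, 1041 antisense RNAs were called up-regulated and 58 down-regulated, and on the 3 arrays with TSA in Cy5 alone, 61 and 671. The median log2 ratio of the 3104 antisense RNAs was 0.18, 0.31 and 0.52 on the arrays with TSA in Cy3 (replicates 1, 2 and 3) and -0.57, -0.17 and -0.04 on those with TSA in Cy5.

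**Figure D1:**
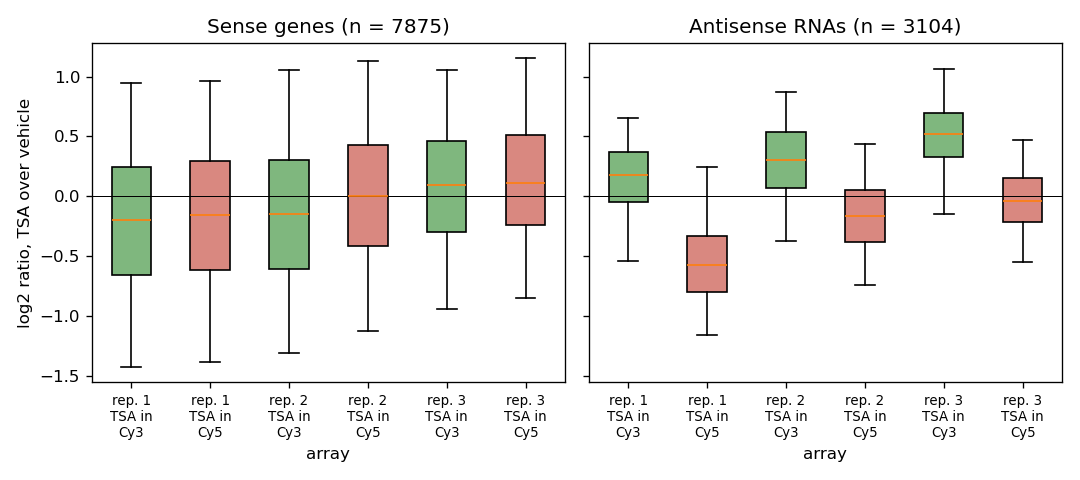
Log2 ratio (TSA over vehicle) on each of the 6 arrays at 12 h, for 7875 sense genes (left) and 3104 antisense RNAs (right). Boxes span the quartiles with the median as a line, whiskers span the 5th to 95th percentiles, and green and red boxes are arrays with TSA in Cy3 and Cy5. The antisense medians lie above 0 on all 3 arrays with TSA in Cy3 and below 0 on all 3 with TSA in Cy5.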

Similar to the mRNAs, the fraction of affected asRNAs increased along the time of drug exposure and reached 45% of all expressed asRNAs within 48 h of treatment (Table 1); the majority of them were up-regulated in the presence of TSA (Table 1). 

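At 12 h, the sense and antisense RNA of the same locus were both called with the same direction at 305 loci, both up-regulated at 158 and both down-regulated at 147, and with opposite directions at 9. The alternative that moved the first count most downward was the fit with no replicate block, with 3 loci, and the one that moved it most upward was the software's processed signal, with 705. Across the 2945 loci with both strands measured, the correlation of the antisense with the sense log2 ratio was 0.728 (Pearson) and 0.799 (Spearman). This is a correlation across loci, which are not independent replicates.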

Considering the mRNA and the asRNA from the same locus, we found that at each time point there were over 700 loci where the pattern of expression change with drug was the same for both strands, namely both mRNA and asRNA were simultaneously up-regulated or both were down-regulated (Table A in S1 Text) upon TSA exposure. In addition, at each time point we detected over 400 loci where only the asRNA was differentially expressed by exposure of schistosomula to TSA (most of them up-regulated), and the sense protein-coding mRNA of the same locus was not affected by the drug treatment (Table A in S1 Text).

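At 12 h, only the antisense RNA was called at 97 loci, up-regulated at 67 and down-regulated at 30. On the 3 arrays with TSA in Cy3 alone, the antisense RNA was the only one called at 650 loci, up-regulated at 636 of them, and on the 3 arrays with TSA in Cy5 alone at 353, down-regulated at 329. Without replicate 3, 76 were up-regulated and 79 down-regulated.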

### Genes with H3K4me3 mark at their promoter region are most highly induced by drug treatment compared with those without the mark

Knowing that the H3K4me3 histone mark is related to transcriptionally active chromatin, we collected the H3K4me3 ChIP-Seq data for schistosomula from Roquis et al. [30], mapped them to the *S*. *mansoni* genome as previously described [33], and asked if the genomic positions having significantly enriched H3K4me3 marks would correspond to the positions of genes that would be more susceptible to changes in expression due to HDAC inhibition by TSA. For this analysis, we categorized the differentially expressed genes according to the presence or the absence of a significantly enriched H3K4me3 mark at their promoters (see Methods), and computed the distribution of gene expression fold-change for each group at 12, 24 and 48 h after treatment of schistosomula with TSA (Fig 3A).

**Fig 3:**
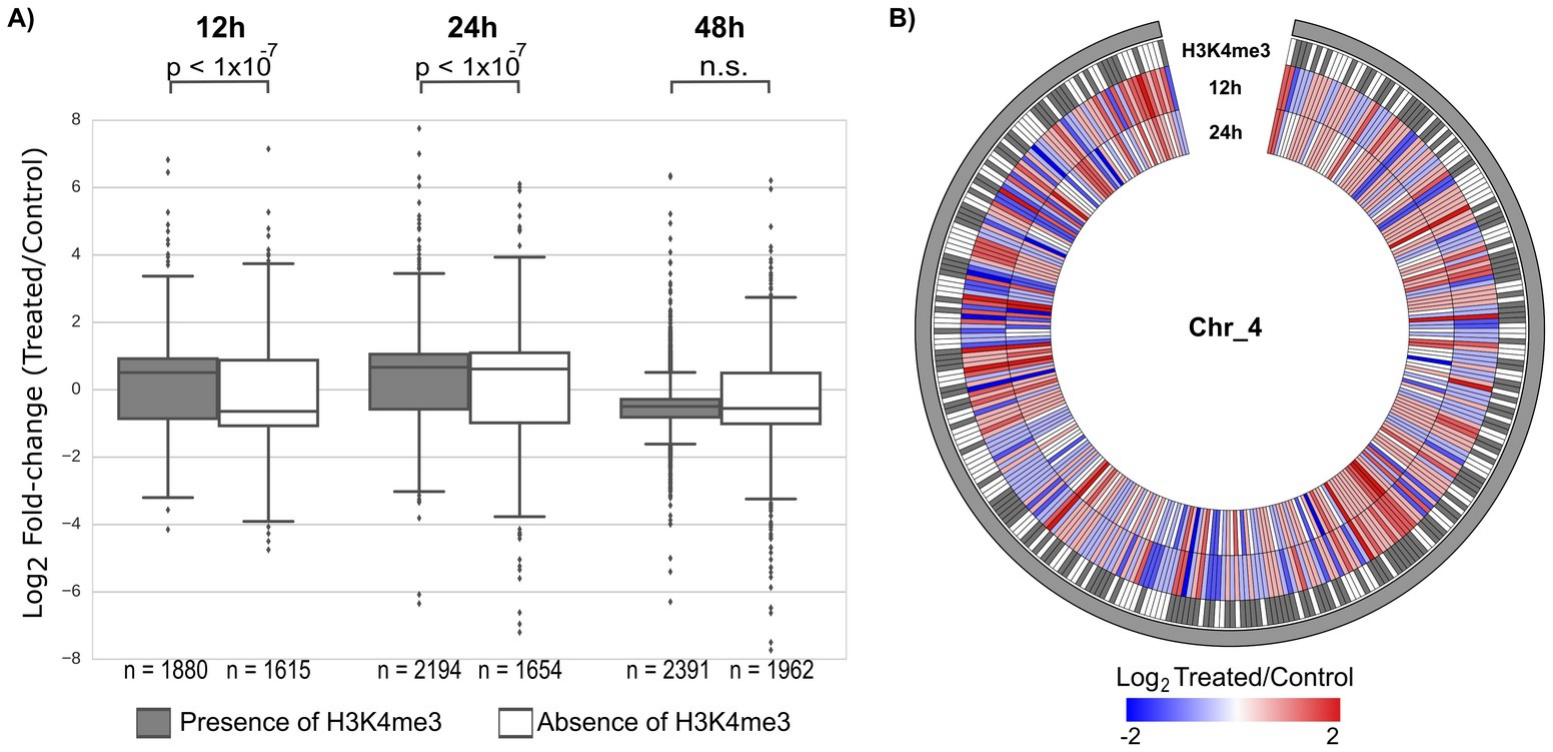
Presence of H3K4me3 at promoter region correlates with larger gene expression change upon HDACi treatment. (A) Boxplot of expression fold-change (log_2_ treated/control) for all genes that were affected by TSA treatment of schistosomula. Genes were grouped into two categories according to the presence (grey box) or absence (white box) of a significantly enriched H3K4me3 histone mark at their gene promoter region. Genes under analysis are those that were detected as differentially expressed at 12, 24 or 48 h after schistosomula TSA treatment. (B) Circos plot displaying the genomic distribution pattern of the H3K4me3 marks (grey), for all genes along chromosome 4 that were detected as significantly differentially expressed at 12 h treatment of schistosomula with TSA (q-value ≤ 0.05). Genes (12 h) were colored by the extent of expression fold-change (log_2_ treated/control), with negative values in blue and positive values in red. For comparison, the gene expression fold-changes for these genes that persisted at 24 h are also shown.

Interestingly, we found that at 12 h after TSA treatment (Fig 3A), genes that have the H3K4me3 histone mark at their promoters showed a median log_2_ fold-change (treated/control) of 0.55, i.e., on average they showed a median 1.5-fold activation in the presence of TSA relative to control. 

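The H3K4me3 categories were taken from the first 1467 of the 18334 S2 Table rows, so the medians here describe that part of the table and no test was run on them. Of the sense genes called at 12 h, 172 in this part are listed with the H3K4me3 mark at the Smp transcription start site. Their median log2 ratio was -0.48, with replicate medians of -0.64, -0.48 and -0.22 (SD 0.21, n = 3), and 70 of them were up-regulated and 102 down-regulated. Without replicate 1 the median was 0.45, without replicate 2 it was -0.77, and on the 3 arrays with TSA in Cy5 alone it was 0.44. Over all expressed genes with the mark, called or not, it was -0.12.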

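In the same part of S2 Table, 118 sense genes called at 12 h are listed without the mark. Their median log2 ratio was -0.54, with replicate medians of -0.67, -0.60 and -0.25 (SD 0.22, n = 3), and 43 were up-regulated and 75 down-regulated. Over all expressed genes without the mark the median was -0.072.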

On the contrary, genes without the H3K4me3 mark at their promoters showed a median log_2_ fold-change of -0.61, i.e., on average they showed a median 1.5-fold inhibition in the presence of TSA relative to control (Fig 3A), a significantly different pattern from that of genes with the H3K4me3 mark (*p*-value < 1 x 10^−7^). The differences in the pattern of expression change between the two groups were still observed after 24 h of TSA (*p*-value < 1 x 10^−7^) and vanished at 48 h (Fig 3A); such a persistent difference at 24 h in the pattern of expression change between the genes with and without the H3K4me3 mark can be further appreciated with the cumulative distribution plot of Fig D in S1 Text, where the cumulative curve for genes with the mark is clearly shifted to the right, indicating a larger change in gene expression for the genes with the mark compared with the ones without. Also, the Kolmogorov-Smirnov test showed a significant difference (*p*-value ≤ 0.0001) in the distribution profiles of log_2_ fold-change (treated/control) between the two groups of genes with or without the H3K4me3 mark, at each of the two early time points.

Fig 3B shows an example of genomic distribution pattern of H3K4me3 marks along chromosome 4 for all significant differentially expressed genes at 12 h. It can be seen that a great number of differentially expressed genes are associated with the presence of the H3K4me3 mark at their promoters (Fig 3B). Fig 3B also illustrates how the pattern of activation/inhibition of the genes in chromosome 4 changed at 24 h compared with the pattern at 12 h, nevertheless most of the expression changes persisted at 24 h.

### Genes affected by HDACi are directly associated with chromatin regulation

Gene Ontology analysis pointed to distinct enriched categories for up- and down- regulated genes in schistosomula at each of the three analyzed time points after HDACi treatment (Tables 2–4). 

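For 12 h, S3 Table gives the genes of 3 of the enriched categories in full. The study chose these lists on the same arrays, so counts adjusted over the list alone are not independent evidence. Of 5 genes in Ciliary part, 4 were measured and all 4 were called up-regulated over all genes tested, and 4 adjusted over the list alone, with log2 ratios from 0.42 to 1.13 (median 0.71). Of 10 genes in Divalent inorganic cation transmembrane transporter activity, 9 were measured and 8 were called up-regulated, also 8 adjusted over the list alone, with log2 ratios from 0.29 to 1.96 (median 0.715). The fit with no replicate block called 0 and 1 of these genes, with 1 and 6 at an unadjusted p under 0.05 in limma, and SAM called 3 of Ciliary part.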

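Of the 14 genes S3 Table lists for ATP catabolic process at 12 h, 13 were measured. All 13 had a log2 ratio above 0, from 0.34 to 1.14 (median 0.64), and 12 were called up-regulated over all genes tested (13 adjusted over the list alone). Without replicate 2, 3 were called.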

Categories associated with ATP metabolism, such as ATP catabolic process (GO:0006200), ATP binding (GO:0005524) and Purine nucleotide binding (GO: 0017076) were enriched among the up-regulated genes after 12, 24 and 48 h treatment respectively. The category of phosphorus metabolic process (GO:0006793) was enriched among the up-regulated genes at 12 and 24 h.

**Table 2:** Gene ontology categories enrichment for differentially expressed genes of schistosomula treated for 12 h with HDAC inhibitor (TSA).

Gene Ontology Category	GO ID	NSP	*p*-value^a^	Pop.	DEGs
**Genes up-regulated at 12 h treatment with TSA**					
Ciliary part	GO:0044441	C	0.0348	6	5
Phosphorus metabolic process	GO:0006793	B	0.0003	622	164
Cellular protein modification process	GO:0006464	B	0.0042	408	98
Signal transduction	GO:0007165	B	0.0076	358	89
ATP catabolic process	GO:0006200	B	0.0127	32	14
ATP binding	GO:0005524	M	0.0067	581	160
Divalent inorganic cation transmembrane transporter activity	GO:0072509	M	0.0228	18	10
Transferase activity	GO:0016740	M	0.0228	779	201
**Genes down-regulated at 12 h treatment with TSA**					
Plasma membrane	GO:0005886	C	0.0026	67	32
Cell surface receptor signaling pathway	GO:0007166	B	0.0105	122	46
Receptor activity	GO:0004872	M	0.0028	103	43
Cation binding	GO:0043169	M	0.0128	849	217

NSP, the namespace, or subontology; B, Biological process; C, Cellular component; M, Molecular function; Pop., population number of *S*. *mansoni* genes present in the GO category; DEGs, number of differentially expressed genes enriched in the category.

^a^Benjamini-Hochberg adjusted *p*-value.

**Table 3:** Gene ontology categories enrichment for differentially expressed genes of schistosomula treated for 24 h with HDAC inhibitor (TSA).

Gene Ontology Category	GO ID	NSP	*p*-value^a^	Pop.	DEGs
**Genes up-regulated at 24 h treatment with TSA**					
Transferase activity, transferring phosphorus-containing groups	GO:0016772	M	0.0152	454	220
ATP binding	GO:0005524	M	0.0435	572	267
DNA replication	GO:0006260	B	0.0154	51	33
Phosphorus metabolic process	GO:0006793	B	0.0187	610	266
**Genes down-regulated at 24 h treatment with TSA**					
Cell surface receptor signaling pathway	GO:0007166	B	0.0000	116	45
Molecular transducer activity	GO:0060089	M	0.0000	114	38
Integral component of membrane	GO:0016020	C	0.0002	537	134
Proteolysis	GO:0006508	B	0.0003	192	42
Calcium ion binding	GO:0005509	M	0.0014	177	47
Single-organism process	GO:0044699	B	0.0061	1198	216
Structural constituent of cytoskeleton	GO:0005200	M	0.0067	12	6
Signaling receptor activity	GO:0038023	M	0.0088	84	38
Transporter activity	GO:0005215	M	0.0232	266	56
Plasma membrane	GO:0005886	C	0.0324	59	18
Iron ion binding	GO:0005506	M	0.0378	22	9
O-acyltransferase activity	GO:0008374	M	0.0378	11	5
Microtubule associated complex	GO:0005875	C	0.0389	56	15

NSP, the namespace, or subontology; B, Biological process; C, Cellular component; M, Molecular function; Pop., population number of *S*. *mansoni* genes present in the GO category; DEGs, number of differentially expressed genes enriched in the category.

^a^Benjamini-Hochberg adjusted *p*-value.

**Table 4:** Gene ontology categories enrichment for differentially expressed genes of schistosomula treated for 48 h with HDAC inhibitor (TSA).

Gene Ontology Category	GO ID	NSP	*p*-value^a^	Pop.	DEGs
**Genes up-regulated at 48 h treatment with TSA**					
DNA replication	GO:0006260	B	0.0001	52	24
MCM complex	GO:0042555	C	0.0109	5	5
Purine nucleotide binding	GO:0017076	M	0.0198	715	103
Catalytic activity	GO:0003824	M	0.0371	1993	273
Cell projection part	GO:0044463	C	0.0468	5	4
**Genes down-regulated at 48 h treatment with TSA**					
Plasma membrane	GO:0005886	C	0.0000	63	49
Receptor activity	GO:0004872	M	0.0012	106	66
Calcium ion binding	GO:0005509	M	0.0065	180	101
Extracellular matrix structural constituent	GO:0005201	M	0.0134	8	8
Oxidoreductase activity	GO:0016491	M	0.0209	205	103
Cell surface receptor signaling pathway	GO:0007166	B	0.0233	126	75
GTP binding	GO:0005525	M	0.0272	135	63
Monovalent inorganic cation transport	GO:0015672	B	0.0274	75	46
Cofactor biosynthetic process	GO:0051188	B	0.0274	34	19
Cell-cell adhesion	GO:0098609	B	0.0302	44	34
Nucleosome	GO:0000786	C	0.0427	23	15

NSP, the namespace, or subontology; B, Biological process; C, Cellular component; M, Molecular function; Pop., population number of *S*. *mansoni* genes present in the GO category; DEGs, number of differentially expressed genes enriched in the category.

^a^Benjamini-Hochberg adjusted *p-value*.

Many interesting categories are involved with regulation of DNA and chromatin, such as DNA replication (GO:0006260) among the up-regulated genes at 24 and 48 h, and minichromosome maintenance (MCM) complex (GO:0042555) among the up-regulated genes after 48 h treatment. Interestingly, the nucleosome category (GO:0000786) was enriched among down-regulated genes after 48 h treatment.

Genes affected in common at the three time points of TSA treatment (1781 genes) were separated into two subsets of up-regulated or down-regulated genes (Fig C in S1 Text) and were classified into a number of enriched GO categories (Table 5), including the GO associated with DNA replication processes, which was also detected as enriched in the GO analyses of individual time points. A set of 48 genes (out of the 1781 genes) were affected in common at all three time points, but not with a consistent direction of expression change at all time points (Fig C in S1 Text), thus not being included in the GO enrichment analysis. The vast majority of the 1781 genes exhibited a sustained gene expression change all along the HDACi treatment period, being either sustainably up- or down-regulated across the three time points (12, 24 and 48 h) (Fig C in S1 Text). S3 Table gives the list of genes in each enriched GO category present in this analysis.

**Table 5:** Gene ontology categories enrichment for sustained differentially expressed genes detected as up-regulated or down-regulated in schistosomula, which were consistently affected across all the three time points of treatment with HDAC inhibitor (TSA).

Gene Ontology Category	GO ID	NSP	*p*-value^a^	Pop.	DEGs
**Genes sustainably up-regulated (820) at all time points of treatment with TSA**					
DNA metabolic process	GO:0006259	B	0.000493	132	29
Purine nucleotide binding	GO:0017076	M	0.009014	728	88
DNA replication	GO:0006260	B	0.009014	54	16
ATP binding	GO:0005524	M	0.025829	589	83
Cell projection part	GO:0044463	C	0.028029	6	4
**Genes sustainably down-regulated (913) at all time points of treatment with TSA**					
Receptor activity	GO:0004872	M	1.17E-05	118	35
Cell surface receptor signaling pathway	GO:0007166	B	0.000109	136	36
Membrane	Go:0016020	C	0.000109	583	105
Structural constituent of cytoskeleton	GO:0005200	M	0.002928	12	6
Integral component of membrane	GO:0016021	C	0.004328	586	115
Molecular transducer activity	GO:0060089	M	0.008249	140	31
Proteolysis	GO:0006508	B	0.008249	205	35
GTP binding	GO:0005525	M	0.027931	136	21

NSP, the namespace, or subontology; B, Biological process; C, Cellular component; M, Molecular function; Pop., population number of *S*. *mansoni* genes present in the GO category; DEGs, number of differentially expressed genes enriched in the category.

^a^Benjamini-Hochberg adjusted *p*-value.

Consistent with the GO analysis, Ingenuity Pathway Analysis (IPA) also pointed to an enriched network of genes from the DNA replication mechanism, with most of them detected as up-regulated by the HDACi treatment after 24 h (Fig 4). It is interesting to note the presence of a set of genes encoding DNA polymerases, pre-replication complex organization, GINS complex and minichromosome maintenance (MCM) proteins; all these proteins are closely involved in the initiation, regulation and progression of DNA replication.

**Fig 4:**
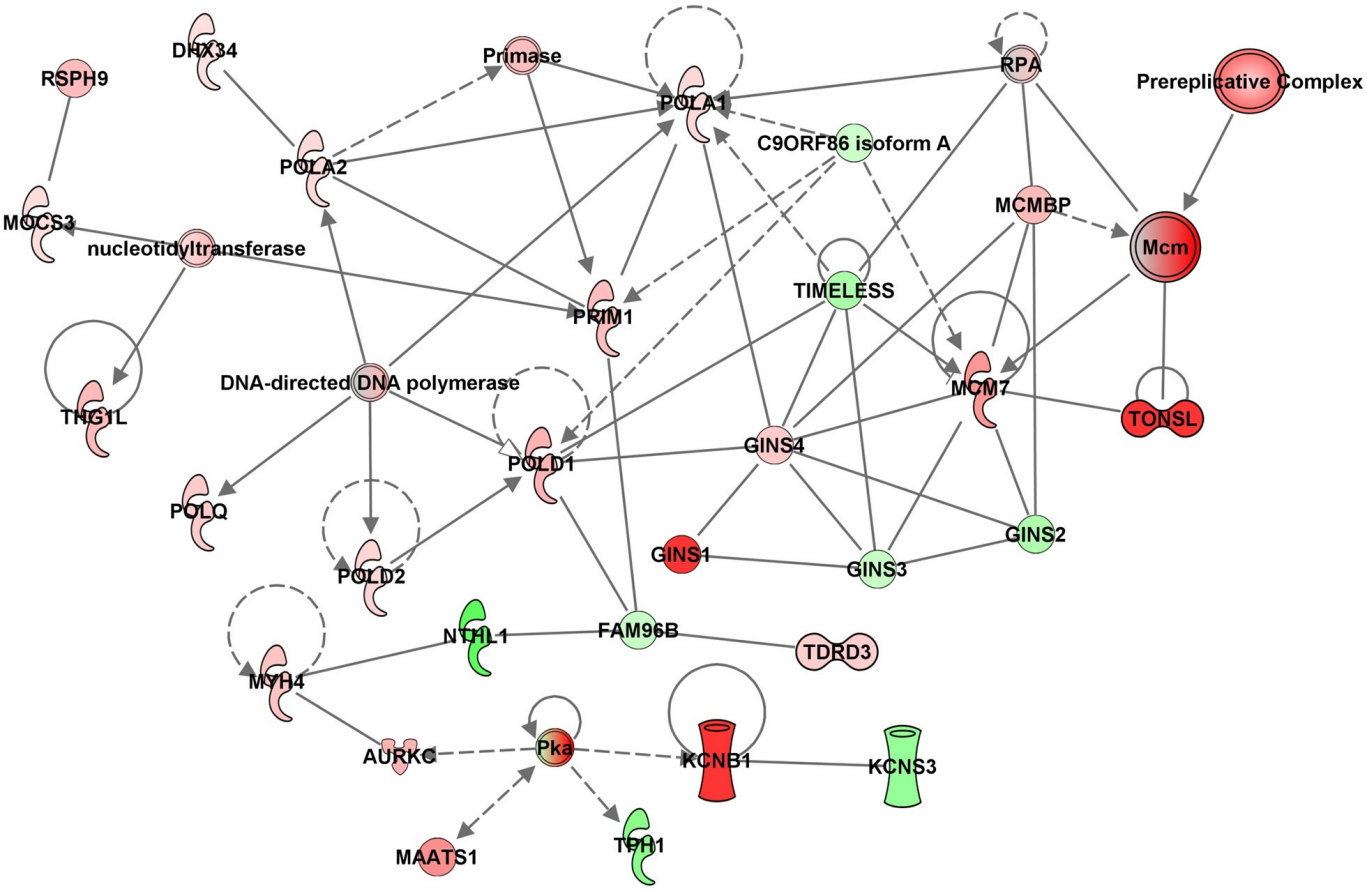
Enriched gene network involving DNA replication, recombination and repair affected by HDACi treatment of schistosomula. Ingenuity Pathway Analysis (IPA) identified of a significantly enriched gene network of differentially expressed genes, following a 24 h treatment of schistosomula with TSA. The network is associated with DNA replication, recombination and repair, and includes relevant genes such as those encoding the minichromosome maintenance (MCM) complex, Polymerases and Prereplication complex organization (ORC proteins). Up-regulated genes affected by TSA are colored in red and down-regulated genes are colored in green; shading intensity is according to the Log_2_ ratio (treated/control) value. Solid lines indicate direct interactions and dashed lines indicate indirect interactions between molecules. S4 Table gives the corresponding Smp gene information for each gene symbol present in this figure.

Upon longer exposure to HDACi (48 h treatment), two different enriched gene networks were detected, with most of the genes being down regulated, and being involved in cell movement of smooth muscle cells (Fig 5A) and in the production of reactive oxygen species (Fig 5B).

**Fig 5:**
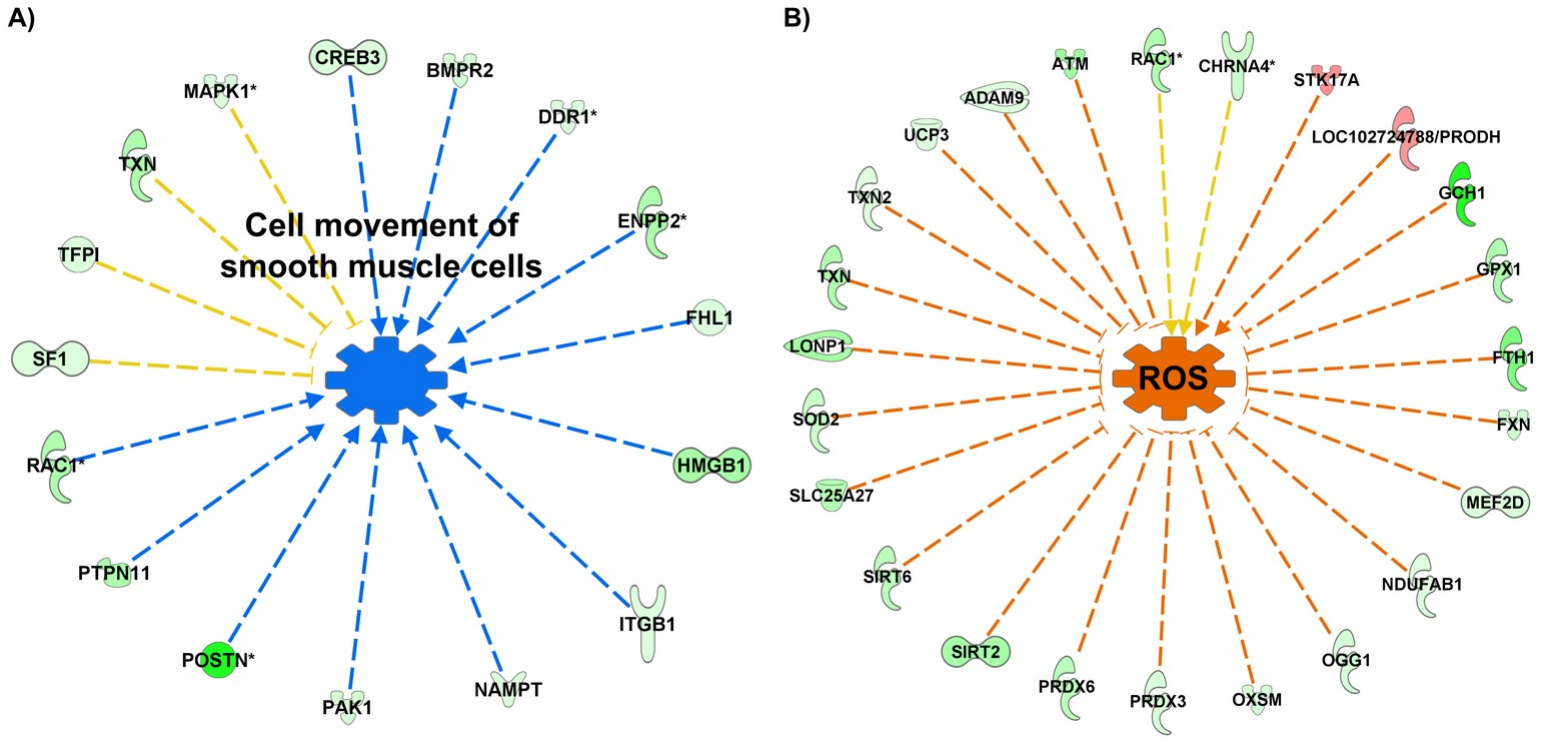
Cellular functions misregulated by HDACi after 48 h schistosomula treatment. IPA analysis pointed to the “cell movement of smooth muscle cells” cellular function (A) that could be functionally limited due to the down-regulated transcription of all involved genes. (B) The cellular function “control of the quantity of reactive oxygen species (ROS)” may be decreased in TSA-treated parasites due to the fact that 20 out of 22 genes that encode proteins responsible for reducing free radical generation are down-regulated in schistosomula upon TSA treatment, and 2 out of 4 genes that increase ROS are up-regulated. Genes down-regulated by the HDACi treatment are colored in green and genes up-regulated are colored in red. Arrows indicate the predicted effect downstream of the gene according to the gene expression pattern; blue arrow shows a predicted inhibition of the function indicated at the center; orange arrow shows a predicted increase of the cellular function indicated at the center, and yellow arrows show inconsistent prediction of the function according to the gene expression pattern. S5 Table gives the corresponding Smp gene information for each gene symbol present in this figure.

### Validation by quantitative PCR of genes detected by microarrays as affected by HDACi

A set of differentially expressed genes was selected for RT-qPCR validation of the microarray results (six up-regulated genes, four down-regulated genes); selection was based on the following criteria: genes involved in signaling pathways such as *Sm*Chk1, *Sm*HistK, *Sm*TyrK and *Sm*SGPL, and also genes that encode proteins participating in chromatin remodeling such as *Sm*CBX5, *Sm*EED, *Sm*SET, *Sm*Sirt2, *Sm*WD40 and *Sm*WD-repeat. 

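Of the 10 genes selected for RT-qPCR, 9 were measured at 12 h by probes of their transcripts. SmTyrK (Smp_197050) was not analysed here. The study picked the 10 genes as differentially expressed on its microarrays, which include these, so their calls here are not independent evidence. Log2 ratios (TSA over vehicle) are given as mean ± SD over n = 3 replicates. SmCBX5 (Smp_174840, 169568 to 172701 on a sequence not placed on a chromosome) was at 1.60 ± 0.20, SmHistK (Smp_130760, chromosome W, 21614171 to 21636070) at 1.52 ± 0.19, SmSGPL (Smp_154950, chromosome W, 22316753 to 22343360) at 1.28 ± 0.13, SmWD-repeat (Smp_194900, chromosome 4, 28143955 to 28196668) at 1.00 ± 0.22 and SmChk1 (Smp_077180, chromosome W, 59136768 to 59143769) at 0.63 ± 0.08. SmWD40 (Smp_049520, chromosome 1, 49816016 to 49825685) was at -1.67 ± 0.15, SmSET (Smp_160700, chromosome 4, 16098795 to 16132970) at -1.32 ± 0.29 and SmSirt2 (Smp_084140) at -1.28 ± 0.31. Each of these and SmEED was called by limma, with Benjamini-Hochberg adjusted p from 5.7e-09 (SmWD40) to 0.0019 (SmChk1), and had the same direction on all 6 arrays. With probes along the unspliced gene included, a choice made after seeing the data, SmSGPL was at 0.04 and SmWD-repeat at 0.34, and neither was called. With these probes SmSET was at -0.54, SmSirt2 at -0.89, SmEED at -1.07 and SmWD40 at -1.30, and each was still called. Without replicate 2, SmChk1 was at 0.58 and was not called. With no replicate block, SmChk1, SmHistK, SmSirt2 and SmWD-repeat were not called, with adjusted p from 0.0626 to 0.147 (limma).

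**Figure D2:**
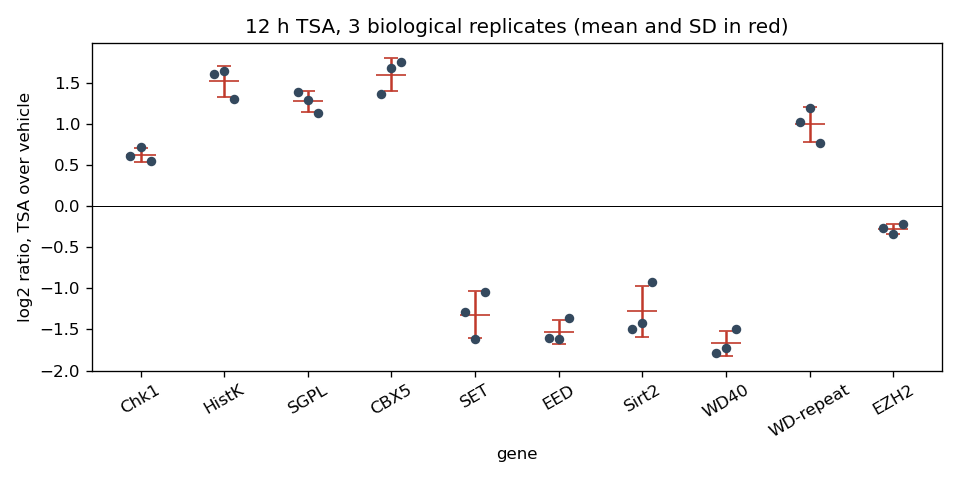
Log2 ratio (TSA over vehicle) at 12 h for the genes of Fig 6 that were measured. Points are the 3 biological replicates, each the mean of a dye-swap pair, and red bars are the mean and SD. The 3 replicates of each gene lie on the same side of 0.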

A statistically significant change of expression was detected by RT-qPCR for all selected genes at all three time-points of TSA treatment under analysis (Fig 6). The same fold-change pattern was detected both by qPCR and microarray, corresponding to a Pearson correlation greater than 0.95 for 12, 24 and 48 h. As a control, *Sm*EZH2 histone methyl-transferase, not differentially expressed in the microarray, was also included in the RT-qPCR (Fig 6, rightmost bars).

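On the 12 h arrays, SmEZH2 (Smp_078900, 15719 to 38661 on a sequence not placed on a chromosome) had a log2 ratio of -0.27 ± 0.06 (SD, n = 3; standard error 0.15), which was not called (adjusted p = 0.171, limma with Benjamini-Hochberg adjustment). It was negative on 4 of 6 arrays. The 2 dye orientations differed: on the 3 arrays with TSA in Cy3 it was -0.64 (adjusted p = 0.0068) and on the 3 with TSA in Cy5 it was 0.09 and was not called, both from limma.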

**Fig 6:**
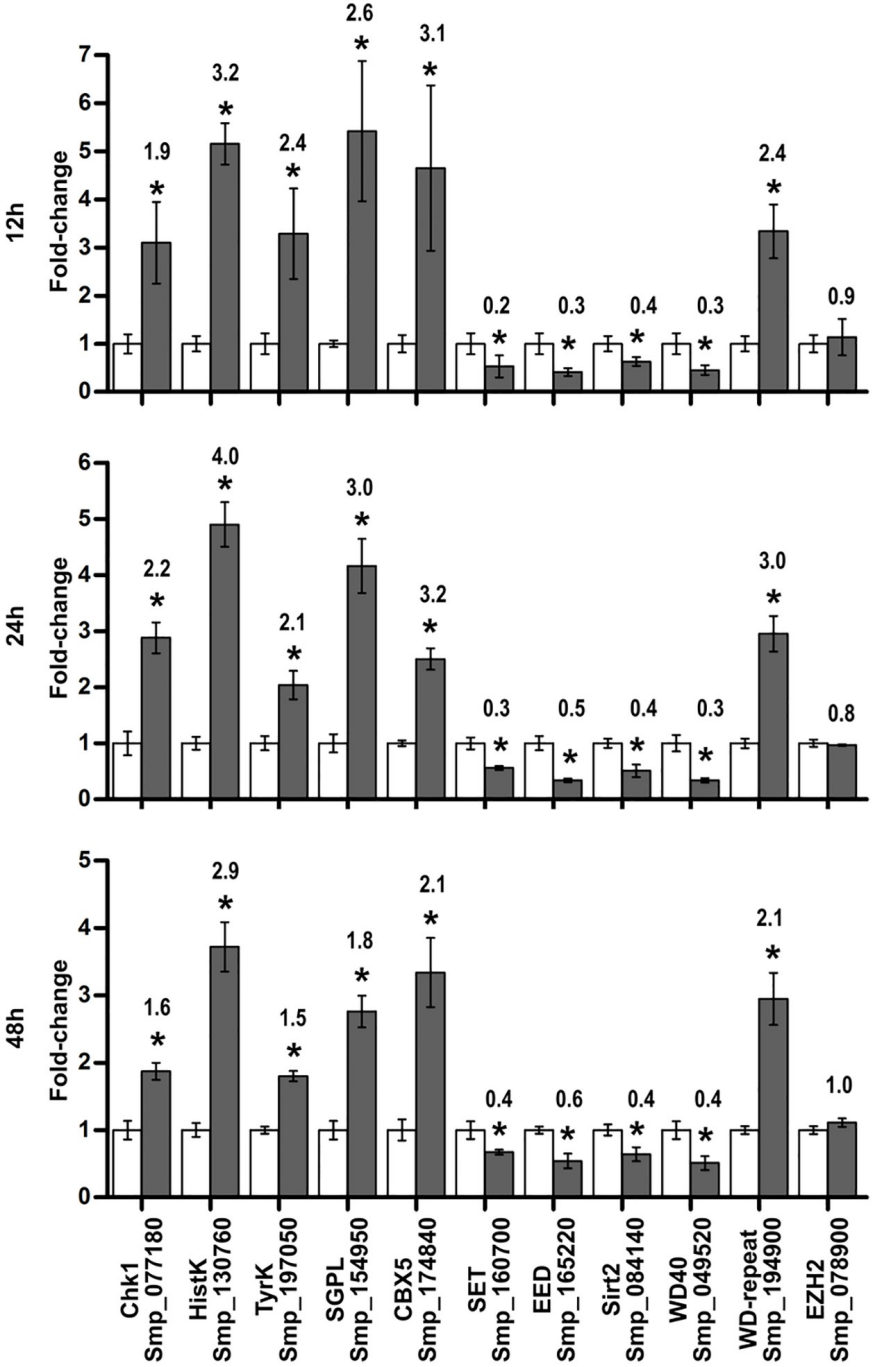
Validation by RT-qPCR of differentially expressed genes detected by microarray. Eleven selected genes with expression induced, repressed or not affected by treatment of schistosomula with 1 μM TSA for 12, 24 and 48 h were analyzed by relative quantitative PCR method normalized by the housekeeping PSMD gene (Smp_000740). We compared TSA treated samples (solid bars) with controls (open bars), and the graphs show the mean ± S.D. of three biological replicates for each condition. Statistical significance was evaluated with the t-test and significant changes are marked with asterisk (*p*-value ≤ 0.05). For comparison, we report above each solid bar the mean fold-change measured by microarray.

### Histone H3 acetylation in promoter regions regulates gene expression in parasites under the effect of HDACi

The overall increased acetylation of histones and the genome-wide gene expression regulation that were observed, led us to investigate the possible increased occupation by acetylated histone of the promoter region upstream of genes that were detected as up-regulated upon HDACi exposure. 

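Of the genes shown in Fig 7, SmCBX5, SmChk1, SmHistK, SmSGPL and SmWD-repeat were called up-regulated on the 12 h arrays, and SmEED and SmWD40 were called down-regulated. PSMD (Smp_000740) was at a log2 ratio of -0.36 ± 0.34 (SD, n = 3) with replicates at -0.64, -0.46 and 0.03, and was not called (adjusted p = 0.0881, limma with Benjamini-Hochberg adjustment). Without replicate 3 it was at -0.55 and was called. SmTyrK was not analysed here.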

For this, we performed chromatin immunoprecipitation (ChIP) with antibodies against the histone marks related to transcription activation, namely H3K9ac, H3K14ac and H3K4me3 followed by qPCR using primers targeting the specific genomic DNA sequences of promoter regions of a set of selected genes that were up-regulated by TSA after 12 h treatment.

We detected a significant increase of the H3K9ac mark at the promoter region of four out of eight chosen genes in schistosomula treated with TSA (Fig 7A); this result is corroborated by the fact that the total histone H3 occupancy at the promoter regions for all eight tested genes is not affected by TSA treatment (Fig 7B). H3K14ac did not show an increased occupancy at any of the promoter regions tested (Fig E in S1 Text). Also, the unrelated transcription repression histone mark H3K27me3 (Fig E in S1 Text) was not found enriched in any of the tested genes as expected, corroborating with western blotting assay where no change in this histone mark was detected.

**Fig 7:**
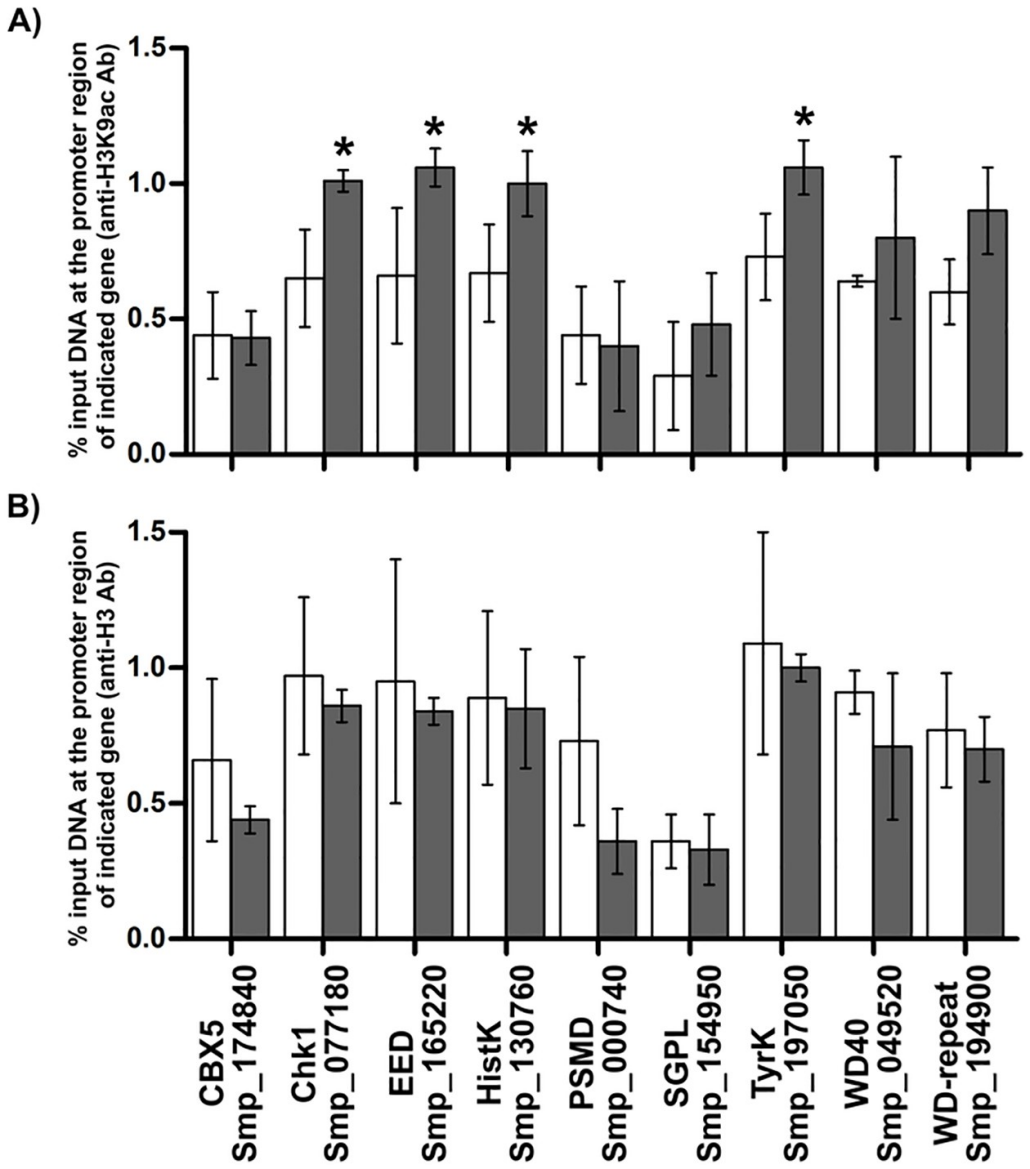
ChIP-qPCR targeting H3K9ac and total H3 at promoter region of differentially expressed genes. Chromatin immunoprecipitation (ChIP) was performed with antibodies anti-H3K9ac (A) or anti-H3 (B) and DNA from schistosomula treated for 12 h with 1 μM TSA (solid bars) or with vehicle (open bars). DNA from the promoter regions of the indicated selected genes that was present in the immunoprecipitated fraction was quantified by qPCR with specific primers. Results are presented as % input DNA at the indicated target promoter region normalized by % input DNA at the promoter of the non-expressed reference gene *Sm*Val19 (Smp_123090), as described in the Methods. Three independent biological replicates were analyzed. Statistical significance of enrichment was evaluated using t-test; asterisk indicates *p*-value ≤ 0.05.

### A number of genes encoding proteins with histone reader motifs were differentially expressed

Using the Blastp tool we searched for *S*. *mansoni* genes encoding proteins with histone reader motifs, and we identified 195 histone readers among the parasite expressed genes. Interestingly, many of them were detected as differentially expressed (q-value ≤ 0.05) after 12 h treatment (73 genes), 24 h (89 genes) and 48 h treatment (85 genes) (Table 1), although the number of affected genes was not sufficient to cause the class of histone readers to be significantly enriched. Most of these differentially expressed histone reader genes have the histone reader domain recognizing histone methyl-lysine, such as Ankyrin, WD40 and PHD domains (S2 Table). These genes encode key proteins in the regulation of chromatin remodeling complexes recruiting proteins with the ability of writing or erasing histone modifications.

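In the first 1467 of the 18334 S2 Table rows, 19 sense genes are listed with a histone reader motif, and all 19 were measured at 12 h. Of these, 4 were called up-regulated and 4 down-regulated, the same counts over all genes tested as adjusted over the list alone, with log2 ratios from -2.65 to 0.48 and a median of -0.05. The other rows of that table were not used here, so these counts do not describe all readers.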

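SmEED (Smp_165220, chromosome W, 24633278 to 24639607 in ASM23792v2) was at a log2 ratio of -1.53 ± 0.14 (SD, n = 3) after 12 h of TSA, with replicates at -1.60, -1.62 and -1.36 (standard error 0.15, adjusted p = 2.2e-08, limma with Benjamini-Hochberg adjustment). With each replicate left out in turn it stayed between -1.61 and -1.48. With probes along the unspliced gene included, a choice made after seeing the data, it was at -1.07 and was still called. Its probe was well above background in both channels on all 6 arrays.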

Notably, among the differentially down-regulated genes we found SmEED (Smp_165220), which encodes a component of the Polycomb Repressor Complex 2 (PRC2) and contains 7 repeat-units of WD40 motifs that are necessary for EED to recognize histone H3K27me3 [49]. EED is responsible for the regulation of EZH2 methyl-transferase activity of PRC2, which inserts the H3K27me3 histone mark that determines transcription inhibition [49].

### Synergic effect of HDAC and EZH2 inhibition in schistosomula increases the parasite mortality

Having found that SmEED, an activator of EZH2, was down-regulated in the presence of TSA, we hypothesized that a small molecule inhibitor of SmEZH2 methyltransferase might increase parasite mortality when given simultaneously with TSA. To evaluate SmEZH2 as a possible new anti-parasite epigenetic target, we tested GSK343, a compound identified in human cancer cells as a highly potent, selective EZH2 inhibitor [21]. We assayed the *in vitro* effect of GSK343 on the viability of schistosomula after 4 days exposure and found that LD50 was 24.5 μM (Fig F in S1 Text).

Next, we followed schistosomula viability along 4 days of treatment with GSK343 (Fig 8) and found zero viability of parasites at 50 μM GSK343 already after two days of treatment (Fig 8). At 20 μM GSK343, a concentration below LD50, 85% of schistosomula remained viable on day 4 (Fig 8). To test for the possible synergistic effect of both histone modifying enzyme inhibitors, we first exposed the parasites to a low dose of 1 μM TSA alone, a drug concentration which has previously been shown to cause very low mortality of schistosomula [15]. Indeed, we found that essentially 100% of schistosomula remained viable at day 4 of treatment with 1 μM TSA (Fig 8). Simultaneous exposure of schistosomula to 1 μM TSA plus 20 μM GSK343 caused a significant decrease in schistosomula viability to 70% after four days treatment, compared with 85% viability of schistosomula with 20 μM GSK343 alone (*p*-value ≤ 0.001 two-way ANOVA test) (Fig 8). The enhanced mortality of schistosomula caused by GSK343 in the presence of TSA compared with GSK343 alone is a clear indication of the synergistic effect of the two drugs.

**Fig 8:**
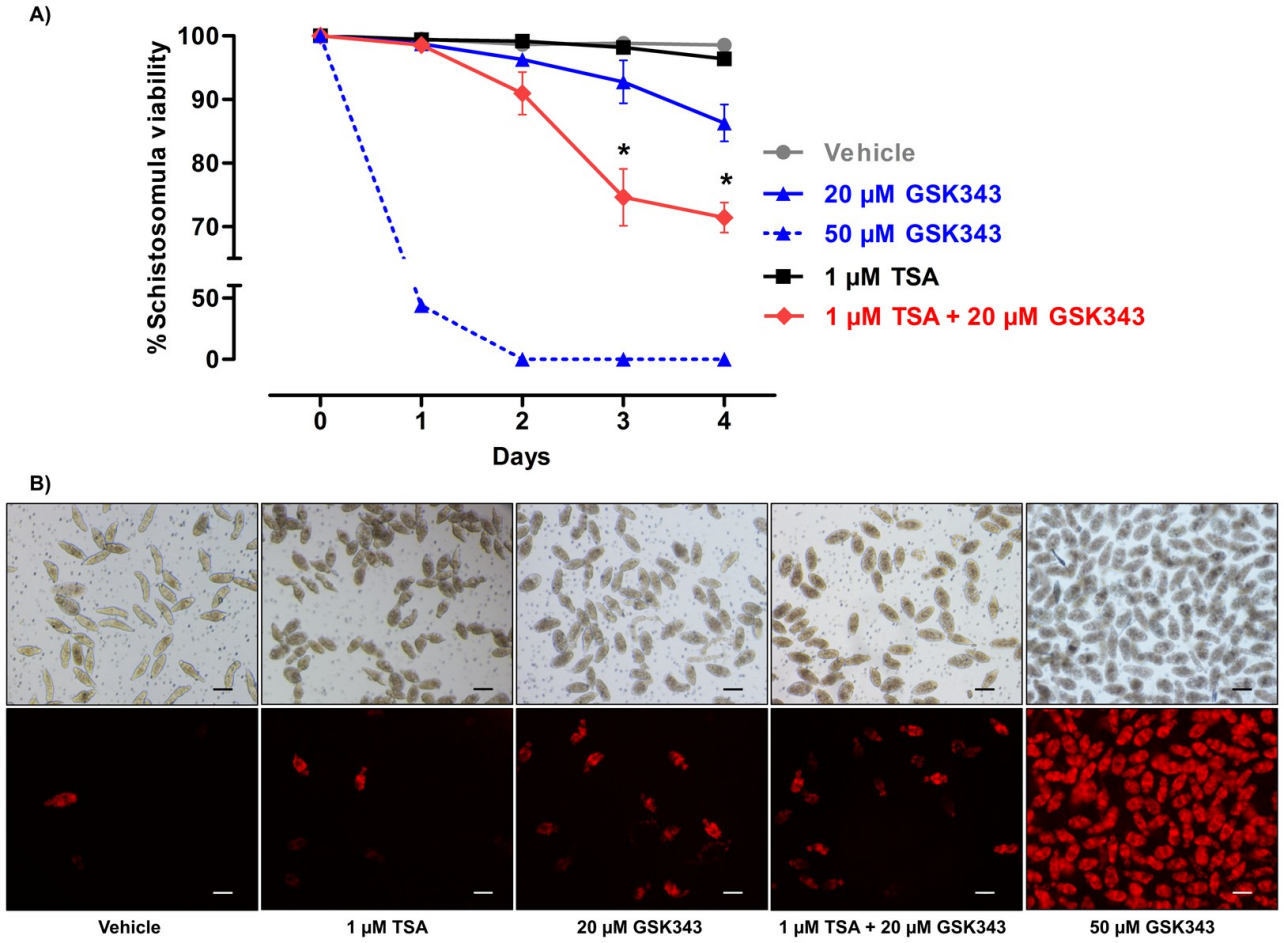
Synergistic effect of HDACi and EZH2i on schistosomula viability. (A) Schistosomula were treated with drugs in five different conditions: control with vehicle (DMSO + Ethanol); 20 μM GSK343; 50 μM GSK343; 1 μM TSA and 1 μM TSA + 20 μM GSK343. Parasites were observed in the microscope for four days, and photographed with light and fluorescence microscopy. The number of dead parasites (stained in red with propidium iodide) was counted and compared with the total number of parasites (counted in the light microscope). The percentages of live viable schistosomula were calculated along the four days, with a different pool of parasites being stained and analyzed independently at each day. The experiment was performed with six biological replicates, and the mean +/- SD is shown; for each biological replicate, two technical replicates were obtained, and at least 100 schistosomula were counted for each technical replicate. Significant decrease in viability when comparing GSK343 alone and GSK343 plus TSA was assessed with a two-way ANOVA statistical test; asterisks indicate *p*-value *≤* 0.001. (B) Typical images at day 4 are shown. The calibration bar shows 100 μm.

### Homology modeling of a new parasitic epigenetic target

Noting that GSK343 appears as an interesting compound with a schistosomicidal effect, we performed the homology modeling of the potential drug target SmEZH2 and computed the predicted binding energy between the compound and the enzyme. As a template we used hEZH2 which has 746 amino acids; just the methyltransferase SET domain (comprised of 233 amino acids) has the crystal structure solved [50]. The SmEZH2 gene (Smp_078900), in turn, encodes a protein with 1026 amino acids with a conserved SET domain, with 64% identity and 91% coverage to the hEZH2 SET domain. Alignment of the sequences comprising the SET domain from human EZH2, for which the structures with atomic resolution of 2 Å are available (4MI0 and 4MI5) with the sequence of *S*. *mansoni* EZH2 SET domain (Fig G in S1 Text) showed an identity higher than 60%, allowing the homology modeling of the SmEZH2 SET domain (Fig 9A and 9B). The obtained refined homology model evaluated by Molprobity [44] exhibited in Ramachandran plots 95.7% of its residues in favored regions and 99.1% in allowed regions with two outliers (Fig H in S1 Text), and ERRAT plots showed an overall quality factor of 93% for the SmEZH2 model structure. SmEZH2 presents an insertion of 19 amino acids at the SET domain compared to the hEZH2 (Fig G in S1 Text), which could not be modeled and possibly this fact has reduced the overall resolution of the achieved model; this insertion appears in the SmEZH2 model as a loop external to the region involved in catalysis (Fig 9A). In fact, SmHDAC8 insertions in the catalytic domain correspond to external solvent exposed loops that are not involved in catalysis as shown by X-ray crystallography [17] and the same is probably true of SmEZH2.

**Fig 9:**
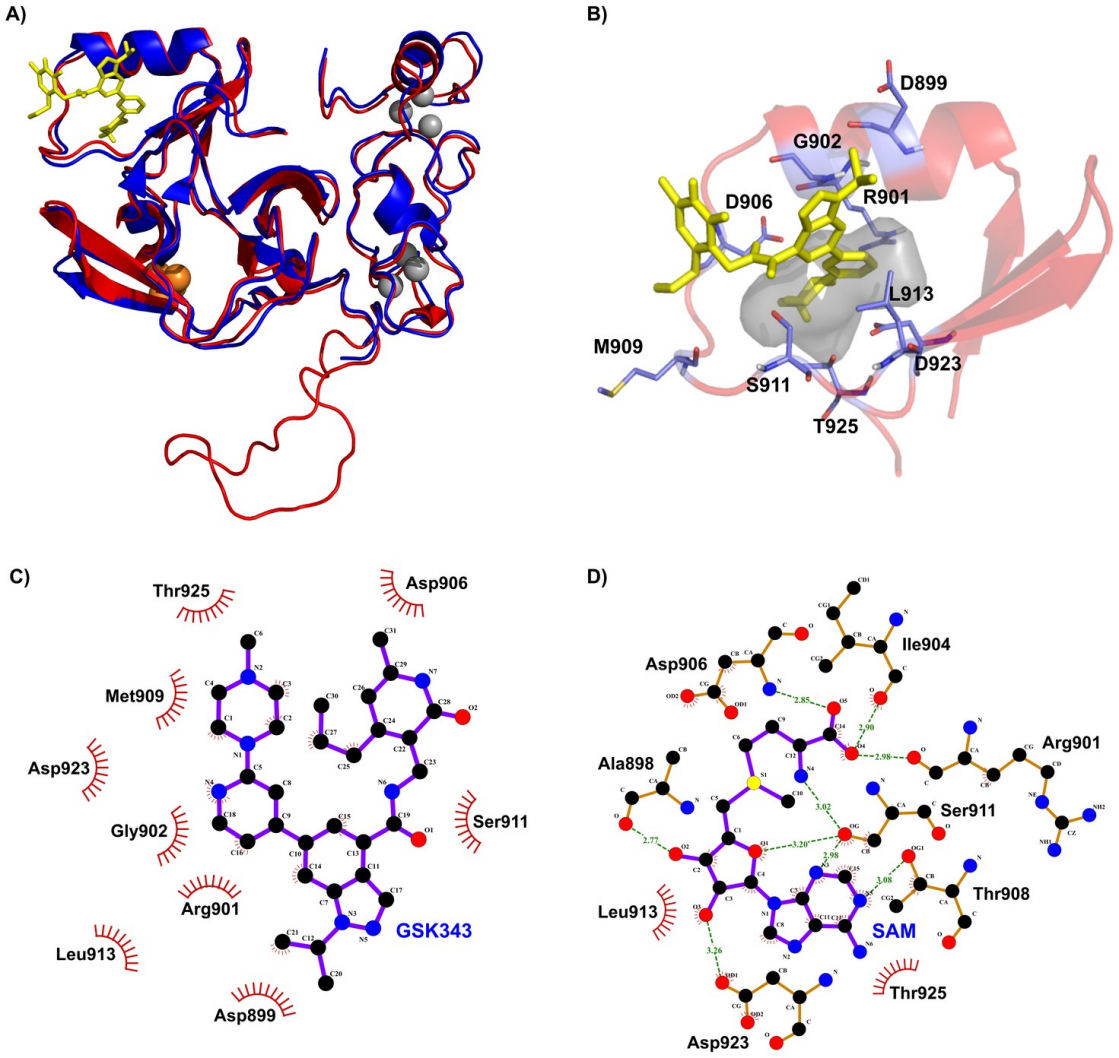
Docking pose of GSK343 in SmEZH2 and specific structural interactions of ligands. (A) Homology model of the SET domain of SmEZH2 colored red superimposed with hEHZ2 template colored blue, with docking pose of GSK343 (yellow) at the secondary pocket of SmEZH2. The orange spheres represent SO_4_ groups and grey spheres represent zinc ions. (B) Blown-up image of the secondary pocket of SmEZH2. Two-dimensional schematic overview of structural interactions observed in the SmEZH2 secondary pocket with (C) GSK343 or (D) cofactor SAM are shown at distances lower than 3.5 Å, with hydrophobic contacts represented by a red arc with spokes radiating towards the ligand atoms they contact and hydrogen bonds indicated by green dashed lines between the atoms involved.

Using previous information of which amino acids interact with the cofactor SAM at the hEZH2 SET domain [46], we defined the region at SmEZH2 to be used in the predictions of docking of SAM to SmEZH2, that were computed with AutoDock Vina [47], also taking into consideration the competitive mode of inhibition of cofactor SAM and compound GSK343 in hEZH2, as shown in the literature [21]. This region is highly conserved between SmEZH2 and hEZH2 sequences, diverging only at V904I and Y908T. Compound GSK343 and SAM were predicted by the docking analyses to bind to the same protein region of SmEZH2 (Fig 9C and 9D), sharing common amino acids (Arg901, Asp906, Met909, Ser911, Leu913, Asp923 and Thr925) at a binding distance of 3.5 Å as indicated in Fig 9C and 9D, thus suggesting that GSK343 could act as a competitive inhibitor of SAM in SmEZH2.

The interaction between cofactor SAM and hEZH2 (Fig I in S1 Text) occurs at the same protein region as that predicted for SAM interaction with SmEZH2 (Fig 9D), and despite the conservation of sequence between hEZH2 and SmEZH2 in this region, just two amino acids predicted to be in close proximity to the SAM cofactor are in common, comparing SmEZH2 (Ser911 and Leu913, Fig 9D) and hEZH2 (Ser669 and Leu671, Fig I in S1 Text). The predicted binding energies of cofactor SAM to hEZH2 and SmEZH2 were similar (-6.3 ± 0.05 and -6.8 ± 0.27 kcal/mol). Notably, the predicted binding energies of inhibitor GSK343 to the models were more negative compared to the cofactor; GSK343 had a predicted binding energy of -7.83 ± 0.09 kcal/mol with SmEZH2, and for hEZH2 the binding energy was -8.1 ± 0.22 kcal/mol.

## Discussion

We explored the effect of HDACi TSA on schistosomula gene expression, showing a large number of affected genes specifically related to different cellular functions. Remarkably, genes encoding proteins with activity at the DNA replication fork were up regulated, mainly after 24 h treatment, such as the genes responsible for Replication Complex organization (ORC1, ORC2, ORC3, CDC6, CDT1, MCM3, MCM4, MCM5, MCM6, MCM7, HBO1, FACT and RFC1-5) (Fig 10A). Acetylation of histones is closely associated with DNA replication, stimulating the replication activity at the origin, which is recognized by the origin recognition complex (ORC)–heterohexamer with DNA-dependent ATPase activity [51]. After ORC binds to the origin, factors CDC6 (cell division cycle 6) and CDT1 (DNA replication factor) are recruited and facilitate the loading of the MCM complex (minichromosome maintenance protein complex MCM2-7) with helicase activity, forming a ring around the replication origin, encircling the pre-replication complex (Pre-RC) [52]. CDT1 recruits a histone acetyltransferase (HBO1) to Pre-RC, which preferentially targets the histone H4 residues K5, K8 and K12, enhancing MCM2-7 loading through a mechanism requiring its acetyltransferase activity [53]. Further to this known mechanism involving a HAT, the replication fork also commits the histone chaperone FACT (facilitates chromatin transcription) that interacts with histones H2A-H2B and H3-H4 dimers promoting nucleosome disassembly and assembly [54]. We suggest that all this balanced mechanism of chromatin replication is being activated by HDAC inhibition, due to the increased gene expression of all the genes involved in the replication machinery. Also, the increased expression of genes encoding proteins from the replisome component, responsible for the replication initiation origin, fork progression and histone dynamics, as well the hyperacetylation of histones, suggests a genome-wide open chromatin status in the parasite due to the treatment with HDACi.

**Fig 10:**
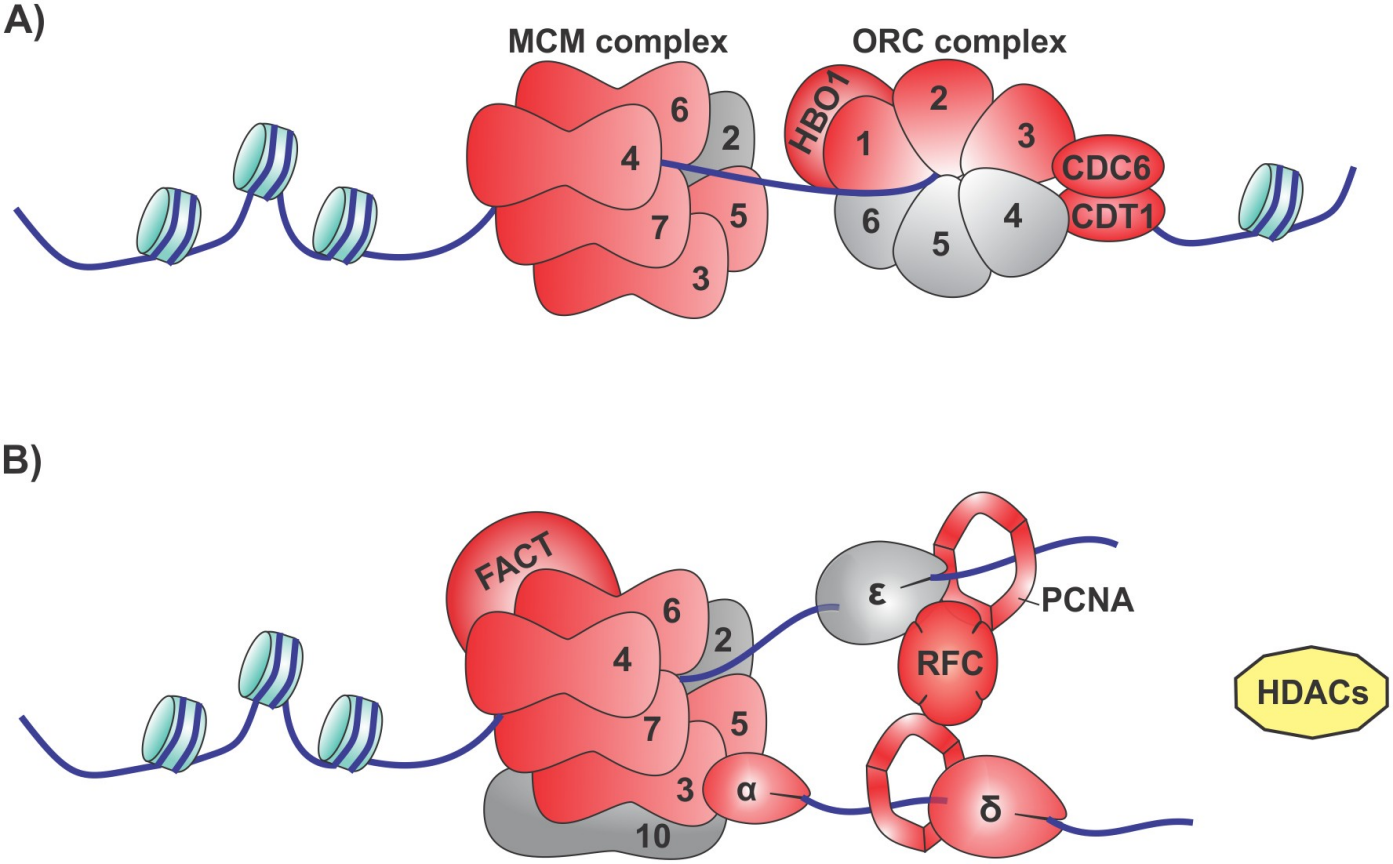
Schematic model of DNA replication machinery with *S*. *mansoni* genes affected by HDACi treatment. (A) Assembly of the pre-replication complex at the origin of DNA replication. (B) Eukaryotic replisome. TSA has affected the expression of genes encoding proteins belonging to the DNA replication machinery; here we show a representation of all genes involved in this process, and we indicate those with induced expression (red color) as well as those not affected (grey color). HDACs (yellow) are required for the maturation of chromatin, allowing the nucleosomes to assemble, whereas this process may be unsettled with the inhibition by TSA. S6 Table gives the corresponding Smp gene information for each gene symbol present in this figure.

The mechanism of chromatin deacetylation is important for the maturation of nascent chromatin, and is required for fork progression and stability. In line with this, disruption of HDAC functions by HDACi directly affects replication and generates a reduction in the rate of replication fork progression [55]. 

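On the 12 h arrays, RFC3 (Smp_050820) was at a log2 ratio of 1.70 ± 0.40 (SD, n = 3), RFC5 (Smp_066260) at 0.98 ± 0.12, RFC2 (Smp_096360) at 0.82 ± 0.22 and RFC4 (Smp_140530) at 0.77 ± 0.19, each called by limma. RFC1 (Smp_004020) was at 0.34 ± 0.24 and was not called (adjusted p = 0.0909, limma with Benjamini-Hochberg adjustment), but was called with slide as a block (0.41), on the arrays with TSA in Cy5 alone (0.67) and with the unspliced-gene probes included (0.40), the last a choice made after seeing the data. With the unspliced-gene probes included, RFC2 and RFC4 were at 0.32 and 0.35 and were not called, and they were not called with no replicate block either. Over all alternatives the adjusted p of RFC1 ranged from 0.0092 to 0.929. Of the 25 genes of S6 Table, 23 were measured at 12 h, 21 with a log2 ratio above 0, and 15 were called up-regulated and 0 down-regulated, the same number adjusted over the list alone (median log2 ratio 0.53). At an unadjusted p under 0.05, the fit with no replicate block had 13 up-regulated and 0 down-regulated, and 4 after adjustment.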

We observed important genes with increased expression related to this process such as replication factor c (RFC1-5) and its downstream partner, PCNA (Fig 10B). As a central fork component, the heterotrimeric clamp PCNA, besides orchestrating DNA synthesis and stimulating DNA polymerases activity and nucleosome assembly, also recruits HDACs to chromatin maturation, as well as other maturation factors [52]. The up-regulation of PCNA, Pol alpha, and Pol delta with TSA treatment possibly affects the cohesin rings upon fork passage. 

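After 12 h, PCNA (Smp_046500) was at a log2 ratio of 0.82 ± 0.25 (SD, n = 3; adjusted p = 0.00016, limma with Benjamini-Hochberg adjustment). Pol delta (Smp_087010) was at 0.50 ± 0.13 (adjusted p = 0.0119 in limma), and without replicate 2 its log2 ratio of 0.48 was not called. Pol alpha (Smp_178260) was at -0.039 ± 0.039 (adjusted p = 0.875 in limma), with log2 ratios from -0.11 to -0.01 over the alternatives. With no replicate block, neither PCNA nor Pol delta was called (adjusted p = 0.0976 and 0.201 in limma).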

We suggest that the increased expression of components of the replication machinery may cause a replication stress as a result of HDAC inhibition, creating the possibility for DNA damage, a process that has been shown to occur upon hyperacetylation of histones [55].

An important cellular function, namely control of the quantity of reactive oxygen species (ROS) appears to be decreased by TSA HDACi, because 20 out of 22 genes that encode proteins responsible for reducing free radicals generation are down-regulated in schistosomula upon TSA treatment, and 2 out of 4 genes that increase ROS are up-regulated. In fact, in human cancer cells HDACi are thought to cause apoptosis through the induction of DNA damage and genomic instability as a result of the generation of ROS [56].

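After 12 h of TSA, SmCBP1 (Smp_105910, chromosome 3, 11475378 to 11495372) was at a log2 ratio of -0.98 ± 0.19 (SD, n = 3; standard error 0.16), with replicates at -0.79, -1.18 and -0.98 (adjusted p = 1.6e-05, limma with Benjamini-Hochberg adjustment), and with each replicate left out in turn between -1.08 and -0.88. With probes along the unspliced gene included, a choice made after seeing the data, it was at -0.49, and with no replicate block it was not called (adjusted p = 0.169 in limma).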

Recently, it was shown that depletion of *Sm*CBP1 (Smp_105910), an HAT, resulted in an increase of neoblast proliferation [57], and in our data this gene is down regulated after 12 and 48 h treatment. In line with this finding, neoblast genes such as FGF receptor gene (Smp_175590) and Ago2 (Smp_179320) [58] are up-regulated after 24 h treatment, so we suggest that under the stress of a sub-lethal dose of TSA the parasite is promoting the proliferation of its somatic stem cells. In fact, stem cell proliferation for tissue regeneration is induced by apoptosis after tissue injury [59], and HDAC activity is an essential regulator of tissue regeneration in model organisms under the effect of HDACi [60,61].

We found that up to about half of the gene loci in *S*. *mansoni* showed antisense transcription and that 33 to 45% of total expressed antisense RNAs were differentially expressed upon TSA treatment (Table 1). 

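At 12 h, antisense RNA was detected by the flag at 36.6% of the 8498 loci with antisense probes. This share depended on the filter. It was 51.2% when the flag was required on at least 4 of 6 arrays in 1 group, 28.1% when required in both groups on all 6 arrays, and 16.6% when the signal had to be well above background.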

Recently, a report on *S*. *japonicum* genes differentially expressed between genders has shown that a total of 685 and 430 genes were detected in males and females, respectively, as having significant fold-change values ≥ 2 simultaneously in the forward and the reverse strand [62]. Our results confirm that also in *S*. *mansoni*, a large number of genes exhibit antisense transcription, and that frequently the antisense transcripts show significant differential expression. Further experiments are needed to understand the role of these antisense messages in the parasite biology.

The epigenome of *S*. *mansoni* has been recently explored, associating the gene expression levels with chromatin modifications [30,37], or identifying chromatin epigenetic marks at the transcript start sites (TSSs) of genes [33]. Here we observed that on average the genes with a significantly enriched H3K4me3 mark at their TSSs showed an activation of transcription upon HDAC inhibition, whereas those genes without the mark showed on average an inhibition of transcription in the presence of TSA. In humans, it has already been described that the presence of the H3K4me3 mark at a gene TSS is often coupled with histone acetylation marks in the promoter region and gene body, allowing chromatin opening and transcription elongation [63]. Our results suggest that there is also a coupling between these two marks in *S*. *mansoni*. However, it should be noted that changes in transcription might not always be directly associated with hyperacetylation, for example when hyperacetylation affects the expression of a transcription factor (TF) that will in turn modify the expression of the TF target genes, regardless of whether the promoters of the latter are hyperacetylated or not.

TSA treatment affected the expression of dozens of histone reader genes. Histone readers are important components of the chromatin remodeling complexes, and are able to precisely recognize histone post-translational modifications and recruit components responsible for regulating transcription, DNA replication, DNA damage and chromatin remodeling [64]. Our observed change in expression of SmEED, a histone reader from the Polycomb Repressor Complex 2 (PRC2), caused by a sub-lethal dose of TSA, suggested that another component of PRC2, the EZH2 methyltransferase could be tested as target for inhibition. We therefore tested GSK343, an EZH2 inhibitor [21], and found that GSK343 was active *in vitro* against *S*. *mansoni* and acted synergistically with TSA, significantly increasing parasite death. This approach opens the perspective of using the information gathered here about the change in expression of the dozens of histone reader genes involved in regulation of the epigenetic program in *S*. *mansoni* as a starting point to look for possible novel schistosomicidal targets.

## Conclusions

We have shown that the TSA HDAC inhibitor, a known schistosomicidal drug, causes a wide range of gene expression changes in *S*. *mansoni*, and we were able to point to a number of cellular functions that were affected in the parasite, such as DNA replication and control of reactive oxygen species. A new epigenetic enzyme SmEZH2 emerged as a novel potential drug target to be studied with schistosomicidal activity, with its inhibition having a synergistic anti-parasitic effect along with HDAC inhibition.

## Supporting information

S1 Table List of primers used in qPCR and ChIP-qPCR. (XLSX) Click here for additional data file.

S2 Table List of Smp genes and antisense RNAs with annotations and with expression data from microarray experiments at three different time points after exposure of *S*. *mansoni* schistosomula to the HDAC inhibitor TSA. (XLSX) Click here for additional data file.

S3 Table Gene Ontology enrichment analyses—List of genes per GO category. (XLSX) Click here for additional data file.

S4 Table Smp gene annotations for all genes shown in the enriched gene network involving DNA replication, recombination and repair affected by HDACi treatment of schistosomula (from Fig 4). (XLSX) Click here for additional data file.

S5 Table Smp gene annotations for all differentially expressed genes from Fig 5. (XLSX) Click here for additional data file.

S6 Table Smp gene annotations for all genes shown in the schematic model of the DNA replication machinery from Fig 10. (XLSX) Click here for additional data file.

S1 Text This file contains additional information to this article, corresponding to: Table A. Summary information about transcript expression changes for both strands at three different time points after exposure of S. mansoni to HDAC inhibitor TSA; Fig A. Pearson correlation coefficients among replicates calculated with all expressed *S*. *mansoni* genes present in the microarray; Fig B. Venn diagrams with the number of up-regulated and down-regulated genes; Fig C. Gene expression profile of 1781 genes affected in common at the three analyzed time points in schistosomula treated with HDACi; Fig D. Cumulative distribution function of expression fold-changes for all differentially expressed genes separated per the presence or absence of histone mark H3K4me3; Fig E. ChIP-qPCR targeting the H3K14ac and H3K27me3 histone marks at the promoter regions of differentially expressed genes; Fig F. Median lethal dose LD50 for the EZH2 inhibitor GSK343 in schistosomula; Fig G. Alignment of amino acid sequences from the SmEZH2 SET domain and from two models of hEZH2; Fig H. Ramachandran plots of SmEZH2 3D model; Fig I. Two-dimensional schematic of specific structural amino acids of hEZH2 models with interactions and ligands.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

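The data are 6 two-colour Agilent arrays of schistosomula treated for 12 h with 1 μM TSA or with vehicle, from 3 biological replicates with dye swaps. The 24 h and 48 h time points and the RT-qPCR, ChIP and western blotting experiments were not analysed here. The authors deposited spot intensities from the Feature Extraction software, with median signals, local background, background-subtracted and processed signals and detection flags. They also deposited a table of log2 ratios with 107773 rows. Its columns differ from the log2 ratio of the background-subtracted signals by a constant per array and are already turned to TSA over vehicle. No per-sample column of that table was left unmapped.

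Replicates 1 and 2 were on one slide and replicate 3 on another with its own scan. For the arrays of replicate 3, 1 line of the sample descriptions gives another replicate number than the titles, and the titles and the paper were followed.

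Intensities were read in R 4.3.3 and corrected with limma 3.58.1 (normexp, offset 50). The design set before the data were examined named mean spot signals, but the median spot signals were used, because these are the signals the files give. Each channel was divided by its trimmed mean (20% cut at each end, 40% in all) over spots with a positive and significant signal in both channels. Control spots were left out after the background step, and a spot with an outlier flag on either array of a pair was left out on both. Ratios were turned to TSA over vehicle, averaged over the dye-swap pair, over the spots of a probe and over the probes of a gene. In all 10979 sense genes and antisense RNAs with values in the 3 replicates were tested with limma (lmFit and eBayes, intercept only) and Benjamini-Hochberg adjustment over both strands. Summaries were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

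Genes were named from the probe names, since no other map of probes to genes was used here. Probes of a transcript gave the gene values, and probes marked as lying along the unspliced gene were an added alternative. This was based on the length given in the probe names, which for the marked probes was close to the length of the unspliced gene. Before this choice was made, values from both sets of probes had also been compared with the values in S2 Table, where transcript probes lay closer, so the likeness of gene values to S2 Table is not independent evidence. Over the 650 sense genes of the part of S2 Table at hand that were compared, the correlation across genes with the table's mean was 0.945, and over 286 antisense RNAs it was 0.764.

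On simulated data with 10979 genes and 200 changed by a log2 ratio of 1, the limma step recovered 199 with 11 false calls, and the SAM step 193 with 2. The simulated errors were normal and independent, and far fewer genes were changed than were called on the arrays. The simulation therefore does not give the error rates on these arrays. SAM was run as a one-class test with all 8 sign flips. Its fudge constant, chosen by the procedure, was 1.15, at the top of the range searched.

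Within replicates, TSA and vehicle intensities deviated together from their group means, with correlations across genes of 0.532, 0.913 and 0.88 in replicates 1, 2 and 3. They share arrays, and the ratio within arrays pairs them.

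The alternatives set before the data were examined were no background correction, the processed signal, 40% cut at each end, loess, the deposited log2 ratios, 4 filters on dim probes, 2 other summaries over probes, SAM, a fit on 6 arrays with the dye as covariate, no replicate block, slide as a block, a stricter adjusted p of 0.01, a limit of 1 on the log2 ratio, separate adjustment of the strands, each dye orientation alone and each replicate left out. The unspliced-gene probes and a scaling to spike-in probes were added after seeing the data. The genes named are those the paper names for these arrays, those of S6 Table, and the 5 highest and 5 lowest called sense genes and 3 and 3 antisense RNAs by log2 ratio with the same direction on all 6 arrays. Antisense and sense genes were matched on mean brightness, each antisense RNA with the nearest sense gene. Signal over background limits the antisense values: their median brightness was -2.35 on the log2 scale relative to the channel's trimmed mean, against 1.00 for sense genes.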

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

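The tests below were set down before their results were seen, except that contig probes joined the comparison with negative controls after the shares of detected spots per array were known, and that the signs of the medians in the last paragraph were compared after these medians were known. The first pattern comes from array quality values, for which no test was set.

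Among 13 quality values compared over the 6 arrays, 1 had an array far from the others. The share of spots with an outlier flag was 0.752% on the array of replicate 2 with TSA in Cy5 and 0.610% to 0.659% on the other 5, and the gap to the nearest array was 0.654 of the whole range. Chance gives such a gap in about 1 of 20 groups. These spots were left out. No biological explanation was tested.

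The paper's text does not name probes outside annotated genes. Of 22377 scaffold probes tested, 3252 were called (1498 higher and 1754 lower with TSA), and of 4544 contig probes 1150 (479 higher and 671 lower; limma, Benjamini-Hochberg adjusted within each class). Signal at the level of the negative controls was tested as an explanation. On every array, a larger share of scaffold and contig spots than of negative control spots had a positive and significant signal. The smallest difference was 43.2 percentage points. These shares cover all spots of a class, and argue against such a signal level only for the classes as a whole. The tested probes had already been kept for a positive and significant signal, so the comparison cannot decide this for the called probes. Transcripts missing from the annotation and cross-hybridization of probes to annotated transcripts stay open, as neither was tested.

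Probes along unspliced genes are not named as a class in the paper's text, and its statement that multiple probes along a gene were averaged may or may not include them. Of 22573 sense probes of this kind, 2221 were called (1145 higher and 1076 lower), and of 13074 antisense probes of this kind 165 (43 higher and 122 lower). The sense probes were set against transcript probes of the same brightness. The difference of the medians was 0.35, 0.24 and -0.16 in replicates 1, 2 and 3, with a mean of 0.142. The medians of the sense probes along unspliced genes were 0.18, 0.19 and -0.061, and those of the matched transcript probes -0.17, -0.042 and 0.10, opposite in sign in 3 of 3 replicates. Both classes entered the scaling of each channel, which can set one below 0 where the other lies above it, so these signs decide nothing about a bias of dim spots. The difference itself changed sign between replicates, so this bias was neither shown nor excluded. Replicate 3, where the difference has the other sign, lay on a slide of its own, so slide and replicate cannot be told apart. Unspliced RNA as a biological source was not tested.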

How the results depend on the processing

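The spike-in scaling and the unspliced-gene probes were chosen after seeing the data, and the other alternatives before the data were examined. Unless a cause is named, the cause of a change was not tested. Counts are given as within 1.5 times of the value at the claims or outside it, and the mark at the contig start site, the genes the paper calls and the spike-in scaling changed no result by that measure.

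Of 53 named genes and antisense RNAs, each under up to 25 alternatives, none changed direction while called. Over all of these values, 1231 kept direction and call, 76 lost the call, 6 gained one and 9 of uncalled genes changed sign. Several alternatives change only the test or the threshold and leave the log2 ratio as it was, so these are not separate checks of direction. The largest numbers of lost calls were 19 with no replicate block, 16 with the limit on the log2 ratio, and 9 each with unspliced-gene probes and without replicate 2.

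TSA and vehicle RNA of a replicate share arrays and deviate together, so pairing removes spread that the fit with no replicate block keeps. That fit called 196 sense genes higher and 257 lower. It called 0 antisense RNAs higher and 6 lower in limma, against 26 and 50 at an unadjusted p under 0.05; on the paired values SAM called 127 and 134. It left 3 loci with both strands changed and 3 with only the antisense RNA. It called 5 of the Fig 6 genes, 0 of Ciliary part (1 unadjusted) and 0 of ATP catabolic process (4 unadjusted) in limma, where SAM on the paired values called 3 and 9. It called 1 of Divalent inorganic cation transmembrane transporter activity, 4 of S6 Table, 4 of S4 Table, 1 of cell movement, 1 of reactive oxygen species and 1 histone reader.

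The processed signal gave 478 antisense RNAs higher and 513 lower, 705 loci with both strands changed and 269 with only the antisense RNA. The deposited log2 ratios gave 496, 399, 571 and 312. Loess gave 126 antisense RNAs higher and 5 readers called. Slide as a block gave 464 antisense RNAs higher and 489 loci with both strands. Adjusting the strands separately gave 125 antisense RNAs higher, 101 lower, 171 loci with both strands and 49 with only the antisense RNA. SAM gave 127 antisense RNAs higher, 186 loci with both strands and 3 readers; its constant was the largest standard error of any gene, so its ranking is close to one by log2 ratio. The arrays with TSA in Cy3 gave 1041 antisense RNAs higher, 58 lower and 650 loci with only the antisense RNA. The arrays with TSA in Cy5 gave 61, 671 and 353, and a median log2 ratio of 0.44 for called genes with H3K4me3 in place of -0.48.

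An adjusted p of 0.01 gave 103 antisense RNAs higher, 94 lower, 142 loci with both strands, 52 with only the antisense RNA and 2 readers, as a stricter threshold must give fewer. For the same reason, the limit of 1 on the log2 ratio gave 361 sense genes higher and 477 lower, 10 antisense RNAs higher and 20 lower, 21 loci with both strands and 9 with only the antisense RNA. It left 1 gene of Ciliary part, 2 of ATP catabolic process, 3 of Divalent inorganic cation transmembrane transporter activity, 2 of S6 Table, 5 of S4 Table, 4 of cell movement, 4 of reactive oxygen species and 1 reader.

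Requiring signal well above background left 1410 expressed antisense RNAs, and with no filter all 8498 count as expressed by construction. With unspliced-gene probes, 1094 sense genes were higher and 1173 lower, 134 antisense RNAs were higher, 6270 antisense RNAs were expressed and 119 loci had both strands changed. The median Pearson correlation was 0.801. Of the lists, limma called 0 of Ciliary part (3 unadjusted), where SAM on transcript probes called 3. It called 3 of ATP catabolic process, 5 of Divalent inorganic cation transmembrane transporter activity, 7 of cell movement and 4 readers. With transcript probes and over all expressed genes, called or not, the H3K4me3 medians were -0.12 with and -0.072 without the mark.

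With each replicate left out, sense genes higher ranged from 724 to 1833 and lower from 883 to 2584. Antisense RNAs higher ranged from 37 to 420 and lower from 51 to 429. Loci with both strands changed ranged from 56 to 461 and those with only the antisense RNA from 32 to 155. The median correlation ranged from 0.792 to 0.907. The median of called genes with H3K4me3 ranged from -0.77 to 0.45, reversing without replicate 1 (0.45), and without the mark from -0.85 to -0.45. Called genes ranged from 1 to 4 in Ciliary part, 3 to 13 in ATP catabolic process, 4 to 7 in Divalent inorganic cation transmembrane transporter activity, 7 to 15 in S6 Table, 8 to 17 in S4 Table, 6 to 11 in cell movement, 9 to 17 in reactive oxygen species and 1 to 7 among readers. The lowest sense counts came without replicate 2.

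Signal over background limits the antisense values, with 16.6% of loci well above background against 36.6% with a positive and significant signal.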

Differences from the paper's values

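The paper reports 1137 up-regulated and 369 down-regulated antisense RNAs at 12 h, and 232 and 179 were called here. Of the 23 alternatives set before the data were examined, 1 came within 1.5 times the paper's number of up-regulated antisense RNAs, the 3 arrays with TSA in Cy3 alone (1041). For down-regulated antisense RNAs, 3 did: the processed signal (513), the deposited log2 ratios (399) and the fit without replicate 3 (429). No alternative did so for both numbers.

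The paper gives over 700 loci with both strands changed the same way, against 305 here. The processed signal (705), the deposited log2 ratios (571) and slide as a block (489) came within 1.5 times of 700, the first of them above it, and the other 20 did not. For loci where only the antisense RNA changed, the paper gives over 400, against 97 here. The processed signal (269), the deposited log2 ratios (312) and the arrays with TSA in Cy5 alone (353) came within 1.5 times below 400. The arrays with TSA in Cy3 alone lay above 400, with 650 loci, and the other 19 did neither. On the arrays with TSA in Cy5, 329 of these antisense RNAs were down-regulated, and on those with TSA in Cy3, 636 were up-regulated. The paper's share of expressed antisense RNAs that changed is 33%, against 13.2% here, and 4 of 23 alternatives came within 1.5 times: the processed signal (31.9%), the deposited log2 ratios (25.1%), the filter on signal well above background (22.5%) and the arrays with TSA in Cy3 alone (30.2%).

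For genes with H3K4me3 the paper gives a median log2 fold-change of 0.55 over all its affected genes, and the median was -0.48 over the 172 called genes in the first 1467 of 18334 S2 Table rows. These are different sets of genes. The paper's own 12 h values in these rows, for the 148 sense genes with the mark that it calls, have a median of -0.63, and for the 117 without the mark -0.72. Of the 19 alternatives set before the data were examined, 2 fell within the replicate SD of 0.55, and the other 17 did not. The 2 were the arrays with TSA in Cy5 alone (0.44) and the fit without replicate 1 (0.45). As 0.55 comes from the other set of genes, this count cannot say which alternative lies closer to the paper. In these rows the median here and that of the paper's own values have the same sign.

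For SmSET (Smp_160700), the fold-change printed above the bar is about 0.2 in Fig 6, read by eye, and 0.401 here. The processed signal (0.261) and the deposited log2 ratios (0.275) came within 1.5 times, and the other 21 alternatives did not. SmSET has 1 probe, and many of these alternatives change only the test, the filter or the summary over probes. Those leave its value as it was or nearly so.

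Among the genes of S6 Table, the paper's log2 ratio at 12 h is 0.483 for MCM6 and 0.978 was measured here. It is 1.58 for ORC3, against 0.70. It is 1.36 for CDT1, against 0.56, where CDT1 was well above background on only 5 of 6 arrays with TSA and 3 of 6 with vehicle, which limits its value. It is 0.0653 for Pol alpha, against -0.039; these differ in sign, by less than the SD of the paper's 3 replicate values (0.309). For CDT1 the processed signal (1.29) and the deposited log2 ratios (1.33) fell within the larger SD, and the other 20 alternatives run for it did not. For MCM6 and ORC3 none of 23 did, and Pol alpha was below 0 in all 23. MCM6, ORC3 and Pol alpha have 1 probe each. Many of the 23 alternatives change only the test, the filter or the summary over probes. These leave such a value as it was or nearly so, and are not separate checks of it. With the unspliced-gene probes included, an alternative chosen after seeing the values, MCM6 was at 0.42.

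The paper states that the majority of affected antisense RNAs were up-regulated. The share was 56.4% here and fell below that of the down-regulated ones with the processed signal (48.2%), 40% trimmed at each end (45.4%), loess (44.8%), the arrays with TSA in Cy5 alone (8.33%), SAM (48.7%), the fits without replicate 2 (42.0%) or 3 (32.2%), the limit on the log2 ratio (33.3%), no replicate block (0 of 6 in limma, 26 higher and 50 lower at an unadjusted p under 0.05, where SAM called 127 and 134) and the spike-in scaling added after seeing the data (47.6%). It was higher with slide as a block (71.9%), without replicate 1 (81.1%) and on the arrays with TSA in Cy3 alone (94.7%). The other 12 alternatives, including the unspliced-gene probes added after seeing the data, gave 51.0% to 57.9%.

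The paper describes the genes chosen for ChIP as up-regulated at 12 h. Fig 7 includes SmEED and SmWD40, whose log2 ratios here were -1.53 and -1.67. The paper names Pol alpha among the up-regulated replication genes, without a time point in that sentence, and at 12 h it was not called here.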

Other observations

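Each test in this part was set down before its result was seen, except that the counts of the 2 dye orientations were known when the test on the dye was written, and that the replicate SDs at the loci grouped by brightness and the spike-in scaling were chosen after seeing the data.

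Antisense RNAs lay on opposite sides of 0 in the 2 dye orientations. Averaging a swapped pair removes a dye effect that is equal in both arrays. The dye difference (TSA in Cy3 minus TSA in Cy5, divided by 2) had a median of 0.293 over antisense RNAs, 0.235 over sense genes matched to them on brightness (1388 distinct genes) and -0.053 over all sense genes. In the matched sense genes it was 0.34, 0.16 and 0.16 in replicates 1, 2 and 3. These values are consistent with a dye bias of dim spots, which remains a hypothesis. A count of antisense RNAs from 1 orientation may therefore follow the dye more than the treatment.

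More antisense RNAs were called higher than lower with TSA. Antisense RNAs lay above brightness-matched sense genes by 0.0523 in the median log2 ratio, and by 0.02, 0.05 and 0.07 in replicates 1, 2 and 3. This argues against brightness alone as the cause of the shift, which is small beside the dye difference. Scaling stays open, since the direction of the split changes with it: loess gave 126 higher and 155 lower. A response of antisense transcription to TSA was not separated from it.

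The antisense log2 ratio followed the sense ratio of the same locus. If labelled sense RNA also reached the antisense probes, the correlation would be higher where the sense strand is brighter relative to the antisense strand. Over the 981 loci where it was brightest in this respect the correlation was 0.836, and over the 981 where it was least bright 0.61, a difference of 0.226. The median replicate SD of the sense ratio was 0.27 and 0.22 in these sets, so noise of the sense values is not greater where the correlation is lower. A signal carried over from the sense strand is a candidate explanation for part of the shared direction at the 305 loci. Shared regulation of both strands stays open and was not tested.

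For each strand, whether chance can be excluded was examined by changing the sign of single replicates. Of 4 sign choices only the real one, that is 1, gave as many calls, for sense genes (3689) and for antisense RNAs (411). With 4 choices the share cannot fall under 0.05, so this count does not decide whether chance can be excluded.

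Replicates 1 and 2 correlated more with each other than with replicate 3, by 0.0645 on average for sense genes. Slide, scan and replicate 3 coincide, so a slide effect and a difference of the third culture cannot be told apart. Replicates 2 and 3 correlated at 0.892, close to the 0.907 of replicates 1 and 2.

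The 10 spike-in probes had median log2 ratios of -0.33, 0.18 and 0.23 in replicates 1, 2 and 3, with ranges within each replicate of -0.36 to -0.30, 0.14 to 0.22 and 0.20 to 0.24. The 12 mitochondrial genes were below 0 in replicate 1 (12 of 12; median -0.67) and above 0 in replicate 3 (12 of 12; median 0.14). The paper's text does not say how much spike-in RNA was added to each sample, and no explanation was tested.

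The genes that the paper discusses for later time points had these values at 12 h. The neoblast genes FGFR (Smp_175590) and Ago2 (Smp_179320) were at 0.21 ± 0.10 and 0.18 ± 0.07 (SD, n = 3) and were not called. Of 23 measured genes of S4 Table, 11 were called up-regulated and 6 down-regulated (12 and 6 adjusted over the list alone). Of 16 genes of the cell movement list of S5 Table, 2 and 9 were called (2 and 10 adjusted over the list alone), and of 22 measured genes of its list on reactive oxygen species, 3 and 13 (3 and 14). The housekeeping gene PSMD (Smp_000740), used to normalize the RT-qPCR, was at -0.36 ± 0.34 and was not called (adjusted p = 0.0881, range 0.0030 to 0.567 over the alternatives; limma). Without replicate 3 it was at -0.55 and was called.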
